# Survival Rate and Transcriptional Response upon Infection with the Generalist Parasite *Beauveria bassiana* in a World-Wide Sample of *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0132129

**Published:** 2015-07-08

**Authors:** Francesco Paparazzo, Aurélien Tellier, Wolfgang Stephan, Stephan Hutter

## Abstract

The ability to cope with infection by a parasite is one of the major challenges for any host species and is a major driver of evolution. Parasite pressure differs between habitats. It is thought to be higher in tropical regions compared to temporal ones. We infected *Drosophila melanogaster* from two tropical (Malaysia and Zimbabwe) and two temperate populations (the Netherlands and North Carolina) with the generalist entomopathogenic fungus *Beauveria bassiana* to examine if adaptation to local parasite pressures led to differences in resistance. Contrary to previous findings we observed increased survival in temperate populations. This, however, is not due to increased resistance to infection *per se*, but rather the consequence of a higher general vigor of the temperate populations. We also assessed transcriptional response to infection within these flies eight and 24 hours after infection. Only few genes were induced at the earlier time point, most of which are involved in detoxification. In contrast, we identified more than 4,000 genes that changed their expression state after 24 hours. This response was generally conserved over all populations with only few genes being uniquely regulated in the temperate populations. We furthermore found that the American population was transcriptionally highly diverged from all other populations concerning basal levels of gene expression. This was particularly true for stress and immune response genes, which might be the genetic basis for their elevated vigor.

## Introduction

Heritable variability within a species provides the basis for natural selection to occur. This fundamental principle of theoretical evolutionary biology has prompted many studies focusing on the surveillance of variability in natural populations. A key expectation of natural selection acting on a species, which is distributed over a wide range of heterogeneous habitats, is that of local adaptation. That is, populations from different environments would exhibit different phenotypic optima and/or fix genetic variants that provide increased fitness in the context of their local habitat. This will ultimately lead to an observable differentiation between populations on the genotypic and phenotypic level, as long as gene flow is limited [1]. A phenotype of major importance in this respect is resistance to infection by pathogens. Pathogens, or parasites, depend on their host for growth and reproduction and are at the same time a source of selection on their host for reduced damage and/or clearance. The ability to resist a parasite increases host fitness, because it lowers the probability of infection, and in case of successful infection reduces damages. In the presence of pathogens it is thus expected that there is selection for increased resistance in hosts [2]. However, in the absence of pathogen pressure, other traits, such as survival, fecundity, competitiveness are more important. As each of these traits as well as defense response bears different metabolic costs, the level of resistance to pathogen is the result of a trade-off between conflicting needs [3].

The strength of the defense is usually modulated by a complex multi-gene response in a quantitative manner [4]. Understanding the evolutionary forces and genetic underpinnings of local adaptation in host and parasite populations are key questions in evolutionary genetics, namely to uncover trade-offs between specificity, quantitative defense pathways, and other host life-history traits. An additional complexity lies in the spatial structuring of host and parasite with spatially heterogeneous strength of parasite pressure (for example, parasite prevalence). Variable dynamics of reciprocal adaptation at the phenotypic and genotypic levels, and different trade-offs among populations are expected and observed as described in the so-called “geographic mosaic of coevolution” [5].

The fruit fly *Drosophila melanogaster* is an excellent model organism for studying both species-wide genetic and phenotypic variability. Although it originated in sub-Saharan Africa it can now be found world-wide, inhabiting diverse habitats [6]. Populations have been found to differ significantly at the phenotypic [7,8], genetic [9–11] and gene expression levels [12,13]. The distribution in tropical as well as temperate climatic regions makes this host species particularly interesting for studying the evolution of resistance to parasites. A general effect of latitude has been claimed to influence host-parasite interactions. Due to the higher species richness at low latitudes, parasite prevalence and therefore host investment in immune defense should be higher in tropical compared to temperate populations. Evidence for this hypothesis exists in few species, although some exceptions have also been reported [14].

In order to test this case of heterogeneous coevolution in space, a previous study [15] found variation in survival of *D*. *melanogaster* to infection with the entomopathogenic fungus *Beauveria bassiana* both within and between populations. A higher survival in Afro-tropical host populations compared to temperate ones (originating from Europe and North America) was reported. This last finding supports the theory of higher immune investment in the tropics, and thus local adaptation for the evolution of defense response. Given that *B*. *bassiana* has a broad host range it seems, however, unlikely that it is engaging in a strict co-evolutionary arms-race with a particular host species or population [16]. Therefore the *D*. *melanogaster*-*B*. *bassiana* system presents the possibility to study how the host responds to a generalist fungal pathogen and to assess if variability among host populations is present for specificity and resistance, possibly due to different life history strategies. It is unclear, moreover, if the pattern found by Tinsley *et al*. [15] holds on a global scale or if it is simply a feature of the populations tested. Previous studies in birds have found conflicting patterns, where for some species immune response was more pronounced in the tropics [17], while for others this was more the case in temperate populations [18]. In our study we therefore assessed resistance to infection with *B*. *bassiana* in four additional *D*. *melanogaster* populations, including a tropical one from Asia, a region that has not been investigated up to now.

In addition to mortality levels we also wanted to gain insight into the actual immune investment of the populations and uncover potential differences between them. We therefore quantified transcriptional response to infection in our world-wide sample using RNA-seq. Given that the expression of resistance genes forms the basis of the immune response in a host species, differences in expression profiles between hosts from different localities might represent the outcome of local selection. Two previous studies have already described gene expression changes in *D*. *melanogaster* in response to infection with *B*. *bassiana* using microarray approaches. De Gregorio *et al*. [19] surveyed the transcriptional response at four time points, from twelve to 96 hours after infection. Among the genes that displayed a significant change in gene expression 32 were already known as immune genes, while 368 had previously not been associated with immunity. This exemplifies that transcriptome analysis can also help us to identify new candidate immune genes and get a better understanding of how immune response unfolds. Roxström-Lindquist and collaborators [20] assessed gene expression 24 hours after infection by *B*. *bassiana*, the protozoan parasite *Octosporea muscae domesticae*, the Gram-negative bacterium *Serratia marcensens* and *Drosophila* C virus. They found a high degree of microbe specificity, with the fungal infection generating the strongest response, with 298 genes induced.

A common characteristic of the studies cited above is that only a single inbred lab strain of *D*. *melanogaster* was used (*Oregon-R* or *Canton-S*), both of which are derived from North America. This provides us only with a limited view of the outcome of host-parasite interaction and host transcriptional response in terms of potential population differences. Nevertheless, different genes were found to be induced after *B*. *bassiana* infection in De Gregorio *et al*. [19] and Röxstrom-Lindquist *et al*. [20]. This hints toward genetic variability affecting host immune response, although discrepancies in the infection procedure and in data analysis could also play a role. A potential caveat of the aforementioned studies is the use of inbred lines. It has been shown that inbreeding reduces fitness and resistance to parasites in *D*. *melanogaster* [21]. The observed immune responses might therefore not be indicative of the situation in natural populations.

In our study we therefore created out-bred populations of flies from two temperate and two tropical localities. These were then used for infection experiments with *B*. *bassiana* and survival rates and transcriptional response in the hosts was measured at two time points. Early response to infection has been identified as an important predictor of survival ability in *D*. *melanogaster* [22]. There is evidence that *D*. *melanogaster* changes in gene expression occur already few hours after *B*. *bassiana* infection [4,19]. On this basis we choose two time points for our analysis: eight and 24 hours post infection.

## Materials and Methods

### Biological material

*D*. *melanogaster* samples were derived from established lab stocks and were provided by the labs that performed the collections. No animal collections were carried out by the authors. Infection experiments were performed on *D*. *melanogaster* lines derived from four localities: Lake Kariba, Zimbabwe [23], Leiden, the Netherlands [24], Kuala Lumpur, Malaysia [25] and Raleigh, North Carolina, USA [26]. These populations were chosen to represent major geographic regions in the world-wide distribution of *D*. *melanogaster* [27], from temperate (Leiden and Raleigh) and tropical climates (Lake Kariba and Kuala Lumpur). Flies were reared at 23°C on standard fly media with a 14 hours light and 10 hours dark cycle.

In order to avoid the effects of inbreeding on fitness and resistance to parasites [21], out-crossed populations for each of the four localities were created. Twelve inbred lines from each population (ten in the case of the African population) were reciprocally crossed in six (or five) pairs to obtain a set of twelve (or ten) heterozygote F1 flies. 50 males and 50 females of each F1 line were then pooled in population cages. These populations were then left to mate randomly. In order to maintain these out-crossed populations at a constant size of around 1,000 flies, the appropriate number of eggs was collected every two weeks and a new generation was started following Clancy and Kennington [28]. A second replicate population cage for each of the four localities was set up after several generations of inbreeding by splitting up the original population. This second cage is used as a replicate to control for the effect of drift inherent to fixed population sizes in laboratory conditions.

The *B*. *bassiana* strain labeled 1630 (collected in France in 1984) was used for infection experiments. It stems from the Collection of Entomopathogenic Fungi of the United States Department of Agriculture [29]. To overcome any attenuation of virulence that may have occurred during maintenance in the lab, the strain was passed through a *Drosophila yakuba* lab strain following Tinsley *et al*. [15]. This allowed us to increase the virulence of the strain, while avoiding fungal adaptation to a specific *D*. *melanogaster* line. Flies were infected by spraying with a fungal spore/oil suspension and sporulating cadavers were collected during a ten-day period. Cadavers were subsequently homogenized in Shellsol T oil and plated onto potato dextrose agar containing chloramphenicol (5 x 10−^5^ g/ml) to grow the fungus and confirm the death by infection. Plates were incubated for two weeks at 25°C in complete darkness and then dried at room temperature for one week. Sporulating material was collected from each plate, dried in silica gel and stored in the fridge suspended in oil (87.5% Shellsol T, 12.5% Ondina El).

### Infection procedure

*B*. *bassiana* spore concentration was adjusted to 10^8^ spores/ml by adding the appropriate volume of oil. The suspension was agitated using a probe sonicator to avoid spore clustering and concentrations were confirmed using a haemocytometer. The suspension was then applied to transparency film using an airbrush and dried for one to two weeks in a dark closed cabinet to avoid spore decay due to UV light. The homogeneity of the spore spray on the film was controlled by visual inspection. Stripes of 5 cm width were then cut and inserted into standard *Drosophila* vials to cover the walls. For control vials this process was repeated with oil not containing spores (so-called mock control). Before each round of infection, spores were set in potato dextrose agar medium for 24 hours to test their ability to germinate. Observed rates of germination were over 90%. For infection, three to five days old male flies were collected and placed in vials with standard food. After an additional one to three days 15 flies were transferred to either vials containing transparency film with the spore suspension or control vials containing only oil. Flies were exposed for three days to the infection/control vials before being transferred to standard vials without transparency film.

Every three days flies were transferred into fresh standard vials and the number of dead flies was recorded. Other possible causes of loss of flies independent of infection or natural mortality, such as escaped flies, were reported. During the course of the infection experiment only fly food devoid of any anti-fungal/anti-bacterial preservatives such as Nipagin or propionic acid was used. Vials were inspected daily for contamination with unknown bacteria or molds and flies were immediately transferred into fresh vials in such cases. Vials that contained severe contamination were completely discarded. The experiment was carried out at 25°C and a 14h/10h light/dark cycle. Fly carcasses were monitored for the outgrowth of *B*. *bassiana* during the experiment in order to confirm a successful infection and such outgrowth was consistently observed in infected flies. Infection experiments for all four populations were carried out three times: Twice to assess mortality over a three-week period and once for profiling gene expression in the early stages of infection.

### Mortality analysis

Fly mortality was analyzed using generalized linear mixed models (GLMM) [30]. Experimental variables such as treatment (infection or control), time after infection, sex, population, and replicate cage were used as covariates, as well as the interaction between treatment and population. The individual vial was used as a random factor to account for the repeated measurements from the same vial.

When assessing mortality rates over time we specified multiple time covariates because we did not make any assumption on how time affects mortality. To determine which time covariate or combination of time and covariates best described the data, a likelihood ratio test was performed [31]. We additionally used survival analysis methods where the time to death of each single fly is used as dependent variable and the effect of covariates on survival time is assessed [32]. For this, Cox proportion hazard models [33] were employed and the data is graphically represented using the Kaplan-Meier estimator [34]. All analyses were performed in R [35] using the libraries lme4, coxme and survival.

### Gene expression profiling

In order to assess transcriptional response to infection total RNA was extracted from flies that had undergone three different treatments: Control flies that had undergone an eight-hour mock-infection (see above), flies that had been exposed to fungal spores for eight hours and flies that had been exposed to fungal spores for 24 hours. Total RNA was extracted from 30 male flies from each of the four populations using the Master Pure RNA Purification kit (Epicentre, Madison, WI). Each extraction was performed three times independently leading to a total of 36 samples.

RNA samples were sent to GATC Biotech (Konstanz, Germany) for quality control and sequencing. One American control sample showed RNA degradation and was removed from further analysis. For the remaining samples mRNA was isolated, retro-transcribed and sequenced on an Illumina HiSeq 2000 sequencing machine producing 50nt single-end reads. The reads were mapped to the *D*. *melanogaster* reference transcriptome release 5.57 [36] using NextGenMap [37]. Reads that mapped to transcripts belonging to the same gene were summed up and the resulting gene counts were used for further analysis. Raw read files and gene counts were submitted to the NCBI Gene Expression Omnibus [38] under series GSE67177.

Principal component analysis (PCA) and differential gene expression analysis were performed using R [35] and the DESeq2 package [39]. The data set was split up to contrast expression differences to the controls at the eight- and 24-hour time points separately. Differential expression was analyzed by fitting a generalized linear model with two factors (population and infection treatment). The general effect of infection was analyzed by contrasting the treatment effect of infected flies versus control flies. Genes that show expression differences with a p-value below 0.05 after adjustment for multiple testing were considered significant. Population specific responses to infection were uncovered by fitting a second model that included the interaction term of population and treatment and searching for significant interactions. Finally, we searched for genes that were generally differentially expressed between populations, irrespective of infection status. For this a model including interactions was fitted to the complete data set and each population was contrasted with all other three populations combined.

For analysis of gene function gene ontology (GO) terms for individual genes were extracted from FlyBase [36]. Systematic over-representation of functional terms for gene sets was analyzed with GOrilla [40] by contrasting the target gene list with the list of all genes in the genome. GO terms with corrected *q*-values [41] below 0.05 were considered significant.

## Results

### Geographic variation of infection resistance

We performed two independent infection experiments using the *B*. *bassiana* strain 1630 (hereafter labeled replicates 1 and 2). We assessed mortality three days after treatment and found that control flies had a significantly higher mortality rate than infected flies. This counterintuitive result was consistent in both replicates (Table 1). The higher mortality was not related to fungal infection, but a consequence of control flies getting stuck to the vial walls or soaked into the oil. This was due to an increased viscosity of the pure oil as compared to oil containing spores. After three days we also observed variability in mortality among populations in infected and control vials (Table 1). This reflects a difference in general vigor, which is a flies' capability to cope with stress, with temperate populations showing higher vigor than tropical populations. For replicate 1 this effect was statistically significant when American and European flies were compared to the African population using GLMM (*p* = 0.001 and *p* = 0.02 for America and Europe, respectively).

**Table 1:** Mean mortality rates (and SD) in percent three days after infection for male *D*. *melanogaster* from four populations.

	Replicate 1		Replicate 2	
Population	Infected	Control	Infected	Control
Europe	8.6 (10.7)	16.7 (14.4)	26.5 (23.4)	27.8 (15.1)
America	7.7 (8.6)	12.8 (12.8)	11.6 (10.4)	18.3 (14.8)
Asia	12.9 (12.7)	17.3 (11.2)	33.4 (20.9)	31.3 (25.0)
Africa	14.8 (14.1)	19.0 (14.5)	30.0 (20.7)	39.9 (16.2)

To account for the effect of oil, mortality was assessed starting six days after infection when flies were transferred to standard vials, using the survivors from the previous vials as the baseline (see Materials and Methods). For all populations we observed a clear effect of increased mortality upon fungal infection in both replicates (Fig 1), as would be expected. The effect was significant in our analysis using GLMM (*p* = 0.0005, *p* = 0.002 for replicates 1 and 2, respectively), as well as Cox hazard models (*P* < 10^−13^, *P* < 10^−6^ for each replicate, respectively).

**Fig 1:**
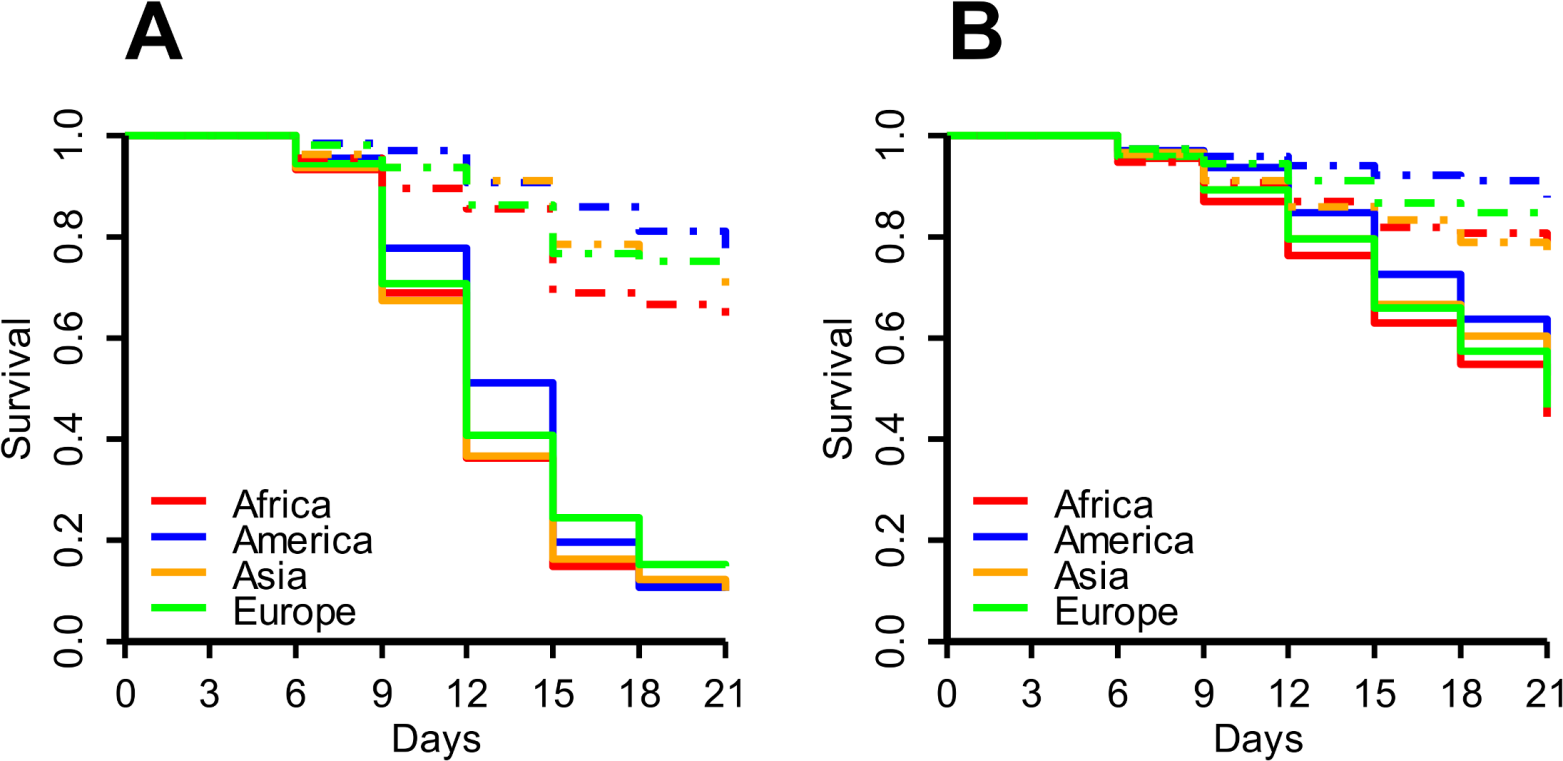
Survival after infection. Kaplan-Meier plots for the survival of flies from the four populations in replicates 1 (A) and 2 (B). Flies from uninfected control lines are represented by dashed lines; flies exposed to *B*. *bassiana* are represented by solid lines.

Furthermore, we could confirm the trend of increased vigor in flies from temperate populations, specifically from America, which is visible as increased survival in the control vials compared to tropical flies (Fig 1). In replicate 1 mortality was significantly lower in America compared to Africa independent of infection status (Cox hazard model: *p* = 0.023). The same was found in replicate 2 (GLMM: *p* = 0.047, Cox hazard model: *p* = 0.043).

In none of the experiments did we observe a significant effect of the population on infection induced mortality rates. In other words, no significant differences exist in resistance between *Drosophila* populations. These results do not support any differences in susceptibility to fungal infection among latitudes as previously suggested [15].

### Gene expression profiling

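Male flies from 4 populations of D. melanogaster, sampled in Africa, America, Asia and Europe, were exposed to spores of the fungus B. bassiana in oil or to oil alone. RNA was taken from control flies, which had undergone a mock infection of 8 h, and from infected flies after 8 h and after 24 h. Each extraction used 30 males and was performed 3 times, which makes 36 samples. The authors removed an American control because its RNA was degraded, so that 35 samples remained, 2 of them American controls. The authors mapped the reads with NextGenMap to the reference transcriptome, summed the reads of all transcripts of a gene, and deposited the raw counts without normalization. Every sample has counts for 13955 genes, listed by FlyBase identifier. How reads were shared between near-identical genes was not analysed here. Total counts per sample ranged from 14622946 to 24538533. In the controls the median total was 24089312 for Africa, 19149425 for America (n = 2), 17832538 for Asia and 19381976 for Europe. After 8 h of infection it was 20935359 for Africa, 22283271 for America, 20581819 for Asia and 17605951 for Europe. After 24 h it was 21215361 for Africa, 18700487 for America, 19529139 for Asia and 18078832 for Europe. Counts were normalized with the TMM method of edgeR, and genes with low counts were removed with its filterByExpr function. This left 12787 genes for the comparison at 8 h, 12751 for the comparison at 24 h and 12805 for all samples together. Differential expression was tested with the quasi-likelihood F test of edgeR and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called significant. The infection effect came from a model with the factors population and treatment, fitted to the 11 controls and the 12 infected samples of a time point. A population-specific effect is the log2 fold change after infection in a population minus the mean of the log2 fold changes in the other 3 populations. The basal divergence of a population is the log2 difference between its mean and the mean of the other 3 populations over all 35 samples. Gene positions are those of the BDGP6 genome build, and expression is given as CPM, the counts of a gene relative to the normalized total of the sample. In a further fit the replicate numbers of the sample labels entered as a block. On average, samples with the same number did not deviate together from their group means. The mean correlation of the deviations was 0.00997 over 187 pairs with the same number and -0.00506 over 374 pairs with different numbers. Within a population the means were -0.0390 and 0.0192. Since deviations cancel within each group, the mean for different numbers follows largely from that for the same number. It is no independent reference.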

The 35 RNASeq libraries that passed quality control contained on average 21.9 million reads. 91.1% of these reads could be mapped to the *D*. *melanogaster* reference transcriptome, indicating that our data set is of high quality. 

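The deposited counts average 2.00e+07 per sample. They hold mapped reads only, and the share of reads that mapped was not analysed here. Between 13304 and 13480 genes had at least 1 count in a sample. Within a sample the 10 genes with the most counts took 5.75% to 7.31% of the counts. The correlation of log2 CPM between samples of the same population and treatment ranged from 0.983 to 0.995 over 34 pairs, with a median of 0.994. Between samples of different groups the median was 0.988. No samples had identical counts.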

The PCA of the transcriptional profiles shows that flies can be distinguished on the treatment and population level (Fig 2). 

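The principal component analysis used the 500 genes with the largest variance after the variance-stabilizing transformation of DESeq2, over all 35 samples. PC1 explained 28.9% and PC2 24.3% of the variance. The African samples had mean scores of -1.74 ± 4.01 on PC1 and -0.953 ± 4.52 on PC2 (SD, n = 9), and the American samples 7.94 ± 3.45 and -5.39 ± 3.91 (SD, n = 8). For the Asian samples the means were -2.26 ± 3.63 and 2.80 ± 4.11 (SD, n = 9), and for the European samples -3.06 ± 3.89 and 2.94 ± 4.02 (SD, n = 9). Within a population and treatment, samples lay 1.10 from their group mean (root mean square). American samples lay 12.3 from the mean of the other 3 populations. In 100000 permutations of the population labels within treatments no distance was as large, which gives the smallest p these permutations allow, 1e-05. With the regularized log transformation PC1 and PC2 explained 27.1% and 23.1% of the variance.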

Looking at the infection status we can see a clear separation between flies that were infected for 24 hours and all other samples. This indicates a shift in the transcriptional profile as a result of infection. 

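On the first 2 components, samples taken 24 h after infection lay 10.6 from the controls, averaged over the populations. An exact permutation test of the treatment labels within populations, over all 80000 arrangements, gave p = 1.25e-05, the smallest value it can give. The distance from the controls was 11.3 in Africa, 9.52 in America, 11.0 in Asia and 10.4 in Europe, against a spread of 1.10 between replicates. With the replicate means removed first, where the replicates are taken from the labels and correlated at 0.00997, the distance was 10.5. Across the 35 analyses that each left out a sample it lay between 10.1 and 11.1. The paper takes this separation to indicate a shift in the transcriptional profile through infection.

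**Figure D1:**
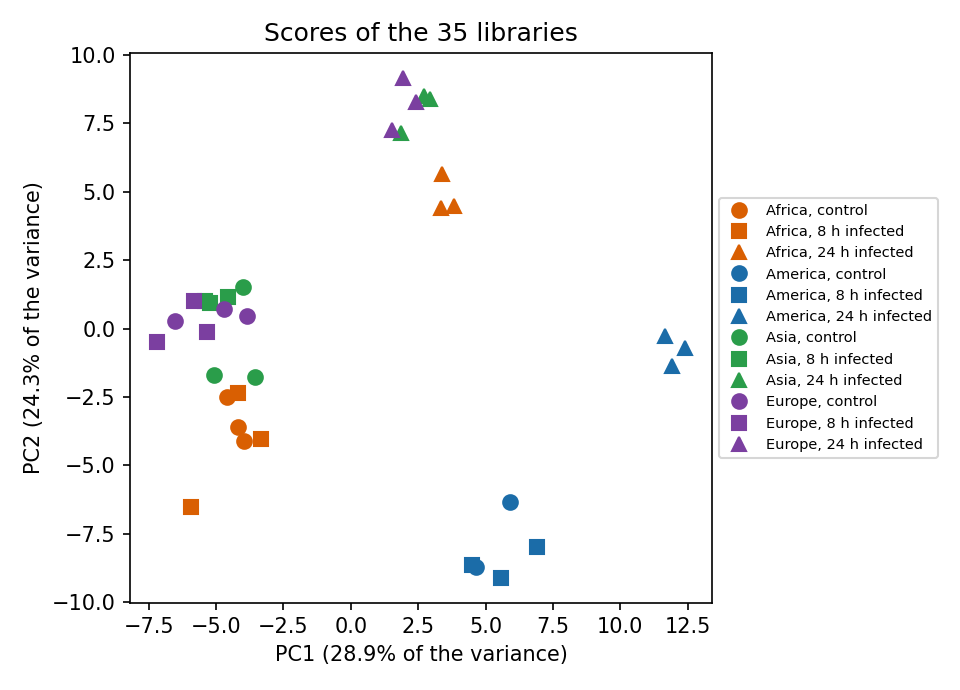
Scores of the 35 libraries on PC1 (28.9% of the variance, horizontal axis) and PC2 (24.3% of the variance, vertical axis). Colours mark the populations, circles the controls, squares the samples taken 8 h after infection and triangles those taken 24 h after infection. The means of the triangles lie 9.52 to 11.3 from those of the controls of the same population, and the means of the squares 0.907 to 1.88.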

Samples that were taken only eight hours after infection on the other hand cluster closely together with the controls, indicating only minor differences in expression.

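Samples taken 8 h after infection lay 0.469 from the controls on PC1 and PC2, averaged over the populations. The exact permutation test within populations gave p = 0.607 over 80000 arrangements. In single populations the distance was 0.907 in Africa, 1.13 in America, 1.88 in Asia and 1.15 in Europe. The spread of single samples around their group means was 1.10. Each of these distances exceeds the average of 0.469, in which shifts in different directions partly cancel. On PC2 the mean score rose in Asia, from -0.650 to 1.03, and fell in the other populations. The permutation test thus concerns only a shift common to the populations. Removing the means of the replicate numbers, which come from the labels and correlated at 0.00997, gave 0.506 (exact permutation p = 0.529). Leaving out each sample in turn gave distances from 0.263 to 0.761.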

**Fig 2:**
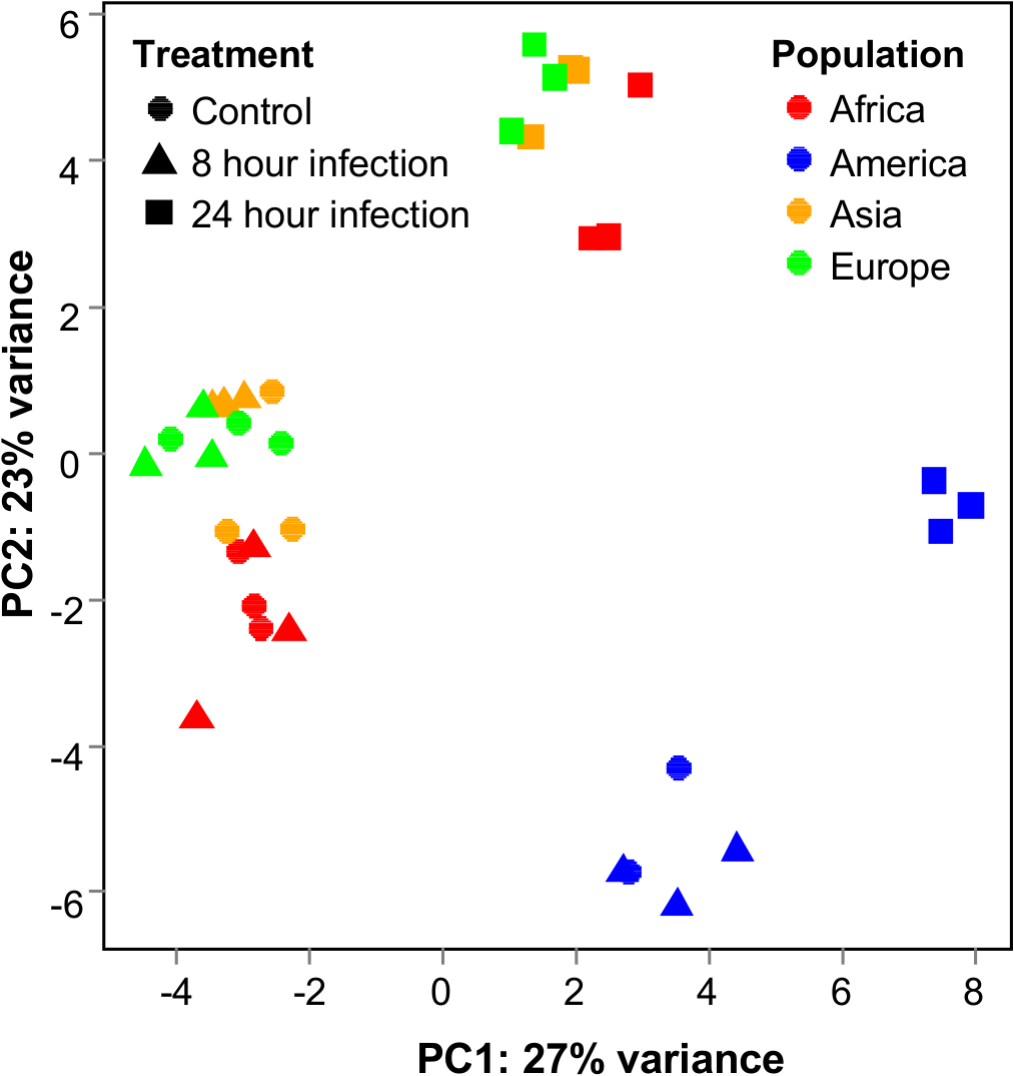
PCA plot. Principle component analysis of gene expression profiles of different treatments and populations of origin.

Using a generalized linear model as implemented by DESeq2 [39] we could identify 20 genes that have commonly changed expression in all four populations eight hours after infection (Table 2). This rather low number suggests that the infected flies are in the very early stages of infection response where only very few genes react to the challenge of parasitic infection. However, some functional classes of genes stand out in this list. 

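In the edgeR fit over the 4 populations, 10 of 12787 genes changed significantly 8 h after infection, 9 of them upwards and 1 downwards, and 475 genes had an unadjusted p under 0.05. Of the 20 genes of Table 2, 10 were significant and 15 had an adjusted p under 0.1. All 20 had an unadjusted p under 0.05, and their highest adjusted p was 0.669. In the infected flies 17 were more highly expressed, and 18 changed in the same direction in all 4 populations. DESeq2 gave 19 genes, and 20 with a prior on the fold changes. As a block, the replicate number from the labels gave 12 genes, and a block per replicate and population gave 3. Same-numbered samples correlated at 0.00997 on average. Across the 23 fits that each left out a sample the count lay between 3 and 10, and Cyp6d2, CG2064 and GstD7 were significant in 23, 23 and 23 of them.

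**Figure D2:**
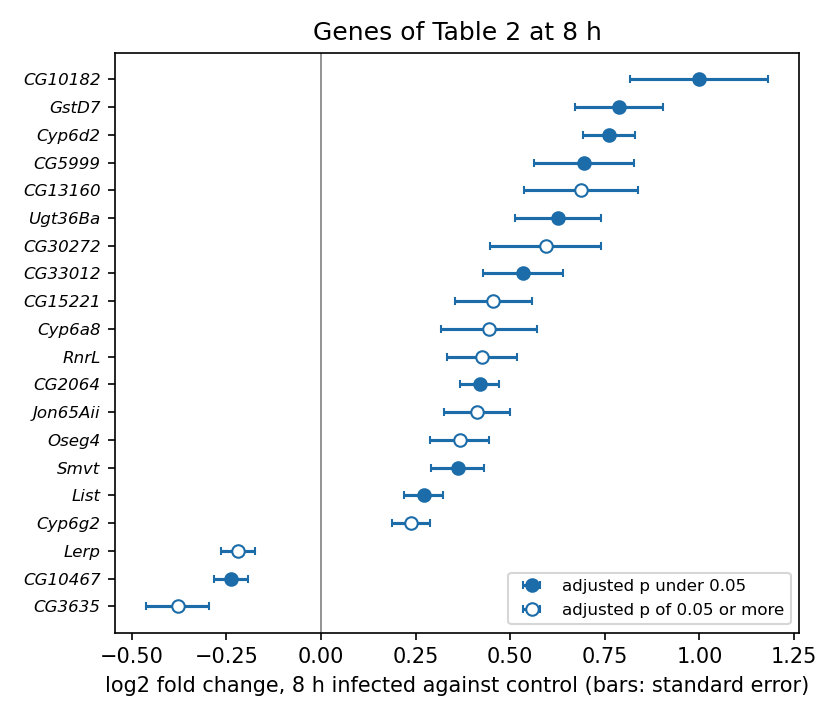
Log2 fold changes of the genes of Table 2 in flies 8 h after infection against controls over all 4 populations (horizontal axis), with bars of 1 standard error. Filled points mark the 10 genes with an adjusted p under 0.05 in the edgeR fit, open points the others. The values run from -0.38 for CG3635 to 1.00 for CG10182.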

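Cyp6d2 (FBgn0034756, chromosome 2R from 22652573 to 22654530) rose from 11.2 ± 1.496 CPM in the controls (SD, n = 11) to 19.3 ± 4.02 after 8 h of infection (SD, n = 12). Its log2 fold change was 0.76 (standard error 0.0697, adjusted p = 1.24e-06) in the edgeR quasi-likelihood test, and 12 of 12 infected samples lay above the mean of their controls. Cyp6g2 (FBgn0033696, chromosome 2R from 12188338 to 12190377) had 40.3 ± 6.54 CPM in controls and 48.3 ± 8.28 in infected flies, a log2 fold change of 0.24 (standard error 0.0505, adjusted p = 0.0867), with 12 of 12 infected samples above their controls. Cyp6a8 (FBgn0013772, chromosome 2R from 14887171 to 14889010) had 47.0 ± 44.3 CPM in controls and 81.6 ± 88.2 in infected flies. For this gene the log2 fold change was 0.44 (standard error 0.126, adjusted p = 0.669), and 9 of 12 infected samples were above. In single populations it was 0.79 in Africa, 0.68 in America, -0.04 in Asia and 0.35 in Europe.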

First, we find three oxidoreductases of the cytochrome P450 (Cyp450) family (*Cyp6d2*, *Cyp6g2* and *Cyp6a8*) which all show over-expression in infected flies. Furthermore, the gene *CG2064* that is also associated with oxidoreductase activity was over-expressed. 

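CG2064 (FBgn0033205, chromosome 2R from 7665828 to 7667343) had 22.5 ± 5.54 CPM in the controls (SD, n = 11) and 31.8 ± 10.3 after 8 h of infection (SD, n = 12), a log2 fold change of 0.42 (standard error 0.0518, adjusted p = 0.000181). It was 0.40 in Africa, 0.61 in America, 0.29 in Asia and 0.41 in Europe, and 12 of 12 infected samples exceeded the mean of their controls.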

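All 4 transferase genes were significant at 8 h. GstD7 (FBgn0010043, chromosome 3R from 12378500 to 12379255) had 1.11 ± 0.373 CPM in controls (SD, n = 11) and 1.95 ± 0.614 in infected flies (SD, n = 12), a log2 fold change of 0.79 (standard error 0.117, adjusted p = 0.00243). CG10182 (FBgn0039091) changed by 1.00 (standard error 0.182, adjusted p = 0.0333), with 10 of 12 infected samples above their controls' mean. The changes of Ugt36Ba (FBgn0040262) and CG5999 (FBgn0038083) were 0.63 (standard error 0.113, adjusted p = 0.0333) and 0.70 (standard error 0.132, adjusted p = 0.0411). Of the 23 fits that left out a sample, GstD7 was significant in 23, Ugt36Ba in 14, CG10182 in 9 and CG5999 in 5.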

Second, four genes have transferase functions (*GstD7*, *CG5999*, *Ugt36Ba*, *CG10182*). Finally, we find genes with transporter functions (*Smvt*, *List*, *CG15221*, *CG30272*). These three classes of genes have been linked to detoxification processes supporting the importance of detoxification early in infection (see Discussion).

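Among the transporter genes, Smvt (FBgn0039873) and List (FBgn0034381) were significant at 8 h, with log2 fold changes of 0.36 (standard error 0.0709, adjusted p = 0.0442) and 0.27 (standard error 0.0523, adjusted p = 0.0438). For both, 12 of 12 infected samples lay above their controls' mean. CG15221 (FBgn0030331) changed by 0.46 (standard error 0.103, adjusted p = 0.126), with 12 of 12 samples above, and CG30272 (FBgn0050272) by 0.59 (standard error 0.146, adjusted p = 0.297), with 11 of 12. In the 23 fits that left out a sample, Smvt was significant in 3 and List in 5.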

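The genes of Table 2 named as oxidoreductases, transferases and transporters all rose at 8 h, with log2 fold changes from 0.24 to 1.00. The paper connects these classes with detoxification early in infection. At 24 h, 15 of the 20 genes of Table 2 were significant and 19 changed in the same direction as at 8 h. Both changes are against the same controls, which favours a shared direction, so that this is no independent check of the 8 h changes. At 24 h Smvt had a log2 fold change of 1.97 (standard error 0.0696, adjusted p = 7.94e-17).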

**Table 2:** Genes with differential expression eight hours after infection over all populations.

Gene name (short name)	fold-change	Adjusted *p*-value
*Cyp6d2*	1.40	<0.0001
*CG2064*	1.25	<0.0001
*Glutathione S transferase D7 (GstD7)*	1.19	<0.0001
*CG10467*	0.88	0.0006
*CG5999*	1.17	0.0006
*Ugt36Ba*	1.18	0.0006
*Sodium-dependent multivitamin transporter (Smvt)*	1.17	0.0008
*Lithium-inducible SLC6 transporter (List)*	1.15	0.0009
*CG10182*	1.13	0.0012
*CG33012*	1.17	0.0013
*Cyp6g2*	1.14	0.0037
*Jonah 65Aii (Jon65Aii)*	1.16	0.0051
*Outer segment 4 (Oseg4)*	1.16	0.0070
*Ribonucleoside diphosphate reductase large subunit (RnrL)*	1.16	0.0089
*lysosomal enzyme receptor protein (Lerp)*	0.89	0.0089
*CG13160*	1.14	0.0095
*CG15221*	1.15	0.0137
*Cytochrome P450-6a8 (Cyp6a8)*	1.14	0.0166
*CG30272*	1.14	0.0166
*CG3635*	0.87	0.0270

In order to find genes that are regulated in a population specific manner we searched for genes that showed a significant interaction between population and infection treatment in our generalized linear model. No such genes were found for the African, American or European populations, but in the Asian population eleven genes showed significant population specific behavior eight hours after infection (Table 3). These genes have various functions, including protein binding and several metabolic activities, but no overarching common function could be found.

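For the African, American and European populations, 0 genes showed a significant population-specific effect at 8 h in the edgeR fit, and 283, 433 and 195 genes had an unadjusted p under 0.05. For the Asian population there was 1 significant gene, with 2025 genes at an unadjusted p under 0.05. This gene is AstC-R2 (FBgn0036789, chromosome 3L from 18485137 to 18502557), with a population-specific effect of 1.05 (standard error 0.164, adjusted p = 0.0312) on the log2 scale. Its expression rose in Asia from 4.37 ± 0.316 to 6.82 ± 0.627 CPM (SD, n = 3 each), and fell in Europe from 5.17 ± 0.291 to 3.09 ± 0.487. The log2 response was 0.63 in Asia, -0.57 in Africa, 0.05 in America and -0.75 in Europe. All 11 genes of Table 3 had an unadjusted p under 0.05 and an adjusted p of at most 0.270, with effects from -0.88 to 1.05, 6 of them positive. DESeq2 gave 5 significant genes, and 4 with a prior on the fold changes. A block of the replicate numbers from the labels gave 0, with 2195 genes at an unadjusted p under 0.05, and same-numbered samples correlated at 0.00997. AstC-R2 was significant in 11 of the 21 fits that left out a sample. Without Asian control replicate 1 the count was 629 genes.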

**Table 3:** Genes with Asian-specific effects eight hours after infection.

Gene name (short name)	Population effect (fold-change)	Adjusted *p*-value
*Allatostatin C receptor 1 (AstC-R2)*	1.48	0.0004
*CG4341*	1.27	0.0404
*Galactose-specific C-type lectin (Lectin-galC1)*	0.74	0.0442
*mushroom bodies tiny (mbt)*	1.23	0.0442
*CG18609*	0.77	0.0442
*CG8929*	1.18	0.0442
*lethal (3) 72Dr (l(3)72Dr)*	0.77	0.0442
*Fumarylacetoacetase (Faa)*	0.80	0.0463
*dalao*	1.29	0.0463
*CG8273*	1.22	0.0463
*CG42798*	0.75	0.0463

It should be noted that quantitatively the observed expression differences are generally rather small. 

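Of the 10 genes significant at 8 h, 5 changed by less than 1.5-fold. Their median absolute log2 fold change was 0.58. Over all 12732 genes tested at both time points the median absolute log2 fold change was 0.0378.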

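Among the genes of Table 2, CG10182 had the highest log2 fold change at 8 h, 1.00, a fold change of 2.00, and CG3635 the lowest, -0.38. The edgeR fit has no prior on the fold changes. With the DESeq2 prior the fold change of CG10182 was 1.13, the value in Table 2, so the sizes are not like measures. In the edgeR fit the significant genes spanned -0.24 to 1.00. For the genes of Table 3 the population-specific effects in Asian flies spanned -0.88 to 1.05. Further genes of Table 2 had log2 fold changes at 8 h of 0.69 (standard error 0.152, adjusted p = 0.105) for CG13160, 0.53 (standard error 0.105, adjusted p = 0.0442) for CG33012, 0.42 (standard error 0.0919, adjusted p = 0.0943) for RnrL, 0.41 (standard error 0.0872, adjusted p = 0.0867) for Jon65Aii, 0.37 (standard error 0.0783, adjusted p = 0.0867) for Oseg4, -0.22 (standard error 0.0461, adjusted p = 0.0867) for Lerp and -0.24 (standard error 0.0451, adjusted p = 0.0411) for CG10467.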

The most extreme cases in the list of genes that were commonly induced/repressed show expression differences of around 40% (Table 2), which is similar to the population specific effect in the Asian flies (Table 3).

We repeated the analysis for transcriptional changes 24 hours after infection. 

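At 24 h, 4122 of 12751 genes changed significantly over the 4 populations, 2145 upwards and 1977 downwards, and 5609 had an unadjusted p under 0.05 in the edgeR quasi-likelihood test. Of the significant genes, 3658 (88.7%) changed in the same direction in all 4 populations, which their selection for a change over all populations favours. Time of day, which differs between the controls and the 24 h samples of every population, could add to this. A block of the replicate numbers gave 3964 genes, and a block per replicate and population 3619. The pairing is taken from the labels, and same-numbered samples correlated at 0.00997. Leaving out each sample in turn gave 3504 to 4979 genes. The change at 24 h followed the length of the genes, and with gene length as an offset per sample, a setting chosen after seeing the data, 2646 genes were significant.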

Across all populations we found a total of 4,259 genes which show expression differences at the 0.05 significance level (S1 Table). This is expected, given the large shift in transcriptional profiles 24 hours after infection (Fig 2). 

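The mean log2 response over the populations had an SD over genes of 0.203 at 24 h and 0.0882 at 8 h, a ratio of 2.30. A one-sided permutation test of the time labels within populations, with 100000 draws, gave p = 3e-05. Among the significant genes at 24 h, 58 had a log2 fold change above 1 in either direction, while 3909 (94.8%) changed by less than 1.5-fold. The ratio was 2.28 with a block of the replicate numbers from the labels, whose samples correlated at 0.00997. It lay between 2.10 and 2.42 when each sample was left out in turn.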

Additionally, these expression changes are larger than those induced after eight hours. Interestingly from a functional perspective, we found that the four genes that show the largest repression (*timeless*, *vrille*, *period* and *PAR-domain protein 1*) are all involved in circadian behavior. 

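Expression of timeless (tim, FBgn0014396, chromosome 2L from 3493986 to 3508119) fell from 622 ± 79.0 CPM in the controls (SD, n = 11) to 72.0 ± 29.6 after 24 h (SD, n = 12). This log2 fold change of -3.24 (standard error 0.112, adjusted p = 6.42e-17) has rank 1 among the significantly repressed genes. For vrille (vri, FBgn0016076) the log2 fold change was -1.96 (standard error 0.0707, adjusted p = 9.18e-17), rank 3. For period (per, FBgn0003068) it was -1.62 (standard error 0.0598, adjusted p = 1.26e-16), rank 7, and for PAR-domain protein 1 (Pdp1, FBgn0016694) -1.19 (standard error 0.0599, adjusted p = 9.27e-14), rank 12. All 12 infected samples lay below the mean of their controls for each of these genes. Rank 2 was held by CG15919 (FBgn0040743), with 0.935 ± 0.484 CPM in the controls and 0.227 ± 0.0961 at 24 h (adjusted p = 3.84e-06). In the DESeq2 fit with a prior on the fold changes the ranks of the 4 circadian genes were 1, 2, 3 and 4.

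**Figure D3:**
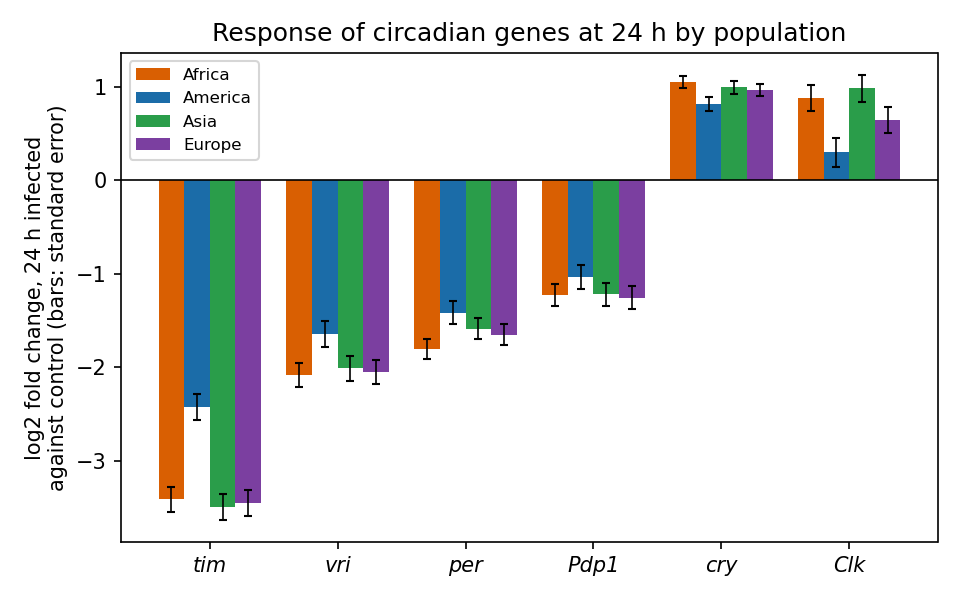
Log2 fold change of the circadian genes tim, vri, per, Pdp1, cry and Clk in each population, 24 h after infection against controls (vertical axis), with bars of 1 standard error. In each population tim, vri, per and Pdp1 fell and cry and Clk rose. For tim the bar is -2.42 in America, -3.41 in Africa, -3.49 in Asia and -3.45 in Europe.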

We continued with a more systematic search for over-represented GO terms in the list of the 100 most repressed genes and found that lipase activity was enriched with seven genes being annotated for this function (*q* = 0.004). For the most strongly induced genes we did not find as clear of a pattern. However, the genes *CG17560*, *CG17562* and *CG13091* (which are the first, third and tenth most strongly induced genes) are all annotated as fatty-acyl-CoA reductases. 

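CG17560 (FBgn0038450, chromosome 3R from 16617950 to 16619878) rose from 31.2 ± 8.26 CPM (SD, n = 11) to 221 ± 32.4 at 24 h (SD, n = 12), a log2 fold change of 2.83 (standard error 0.122, adjusted p = 3.83e-15). CG17562 (FBgn0038449, chromosome 3R from 16615309 to 16617154) changed by 1.92 (standard error 0.0622, adjusted p = 3.04e-17), and CG13091 (FBgn0032055, chromosome 2L from 8519690 to 8521809) by 1.12 (standard error 0.0654, adjusted p = 1.80e-12). For the 3 genes, 12, 12 and 12 of 12 infected samples lay above the mean of their controls. Among the induced genes they held ranks 4, 8 and 23, and ranks 1, 3 and 10 in the DESeq2 fit with a prior on the fold changes. Other large increases were those of Cpr72Ec (FBgn0036619) with 2.20, Smvt with 1.97, Jhe (FBgn0010052) with 1.92 and CG9377 (FBgn0032507) with 1.90. Yp1 (FBgn0004045), at rank 2 with a log2 fold change of 3.95 (standard error 1.13), rests on African replicate 3 at 24 h. Without this sample its log2 fold change was 0.25 (adjusted p = 0.338).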

For the list of the 100 most over-expressed genes a GO term analysis revealed that almost half of them (49 genes) have catalytic activity, which is a strong enrichment (*q* = 0.006). 

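Glucuronosyltransferases were identified by gene symbol, since GO terms were not analysed here. Among the 100 most induced significant genes at 24 h were 4 of 35 tested genes with a Ugt symbol (one-sided Fisher exact test against all 12751 tested genes, adjusted p = 0.000567 over 11 families). The list of the DESeq2 fit with a prior on the fold changes held 5. In all, 13 were significantly induced and 6 significantly repressed.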

Among these, the glucuronosyltransferases are represented by five genes (*q* = 0.007). 

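Of the tested immune induced molecule genes, 5 of 7 were among the 100 most induced genes at 24 h (one-sided Fisher exact test, adjusted p = 6.12e-09 over 11 families). The count was 5 in the DESeq2 fit with a prior on the fold changes and 5 with a filter of 10 counts in every sample. In the main fit 5 of the 7 genes were significantly induced and 2 significantly repressed. The exact test takes genes as independent, here and for the other families. Members of a family that change together are not, so that its p-values can be too small.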

Of the genes that are classically thought to be immune related one group stands out in the list of top 100 over-expressed genes, which is the *immune induced molecule* gene family. It is represented with five members (*IM1*, *IM2*, *IM3*, *IM10* and *IM23*). Moreover, we find that two additional genes that are involved in circadian rhythm (*cryptochrome* and *clock*) are among the top 100 genes with increased expression.

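IM23 (FBgn0034328, chromosome 2R from 18382704 to 18383235) had a log2 fold change of 1.69 (standard error 0.223, adjusted p = 3.43e-06) at 24 h and rank 13 among the induced genes. IM1 (FBgn0034329, chromosome 2R from 18383949 to 18384378) rose from 112 ± 34.2 CPM (SD, n = 11) to 228 ± 72.6 (SD, n = 12), a log2 fold change of 1.01 (standard error 0.164, adjusted p = 5.32e-05), rank 31. IM2 (FBgn0025583) had 0.80 (standard error 0.127, adjusted p = 4.47e-05), rank 61, IM3 (FBgn0040736) 0.79 (standard error 0.110, adjusted p = 7.52e-06), rank 63, and IM10 (FBgn0033835) 0.76 (standard error 0.135, adjusted p = 0.000152), rank 71. For each of these genes, all 12 infected samples were above the mean of their controls.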

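For cryptochrome (cry, FBgn0025680) the log2 fold change was 0.96 (standard error 0.0367, adjusted p = 2.32e-16) at 24 h, rank 38 among the induced genes, and for clock (Clk, FBgn0023076) it was 0.72 (standard error 0.0845, adjusted p = 6.47e-07), rank 89. Infected samples above their controls' mean numbered 12 and 12 of 12. The controls were mock-infected for 8 h, and time of day differs between the samples compared.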

We then compared our list of strongly induced genes with those found in previous microarray studies at the same time point (Fig 3). 

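Of the genes named in Fig. 3, IM1, IM2, IM3, IM10 and IM23 had log2 fold changes of 0.76 to 1.69 at 24 h. CG16772 (FBgn0032835) had 1.44 (standard error 0.149, adjusted p = 8.28e-08), CG8147 (FBgn0043791) 1.41 (standard error 0.259, adjusted p = 0.000230), CG11951 (FBgn0039656) 1.05 (standard error 0.0799, adjusted p = 3.48e-10) and CG9400 (FBgn0030562) 1.01 (standard error 0.0791, adjusted p = 5.44e-10). The change was 0.97 for CG13422, 0.95 for Uro, 0.88 for CG5909, 0.79 for CG30080, 0.76 for CG33470, 0.67 for CG14516 and 0.67 for CG9989. The genes e and ple, with 0.54 (standard error 0.0643, adjusted p = 7.65e-07) and 0.58 (standard error 0.0497, adjusted p = 3.55e-09), held ranks 140 and 127. The microarray values were not analysed here.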

We find that several genes overlap between the studies, especially those belonging to the *immune induced molecule* gene family. However, overall the proportion of overlapping genes is rather small. 

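Drosomycin (Drs, FBgn0010381) had 96.5 ± 47.1 CPM in the controls (SD, n = 11) and 112 ± 56.9 in flies 24 h after infection (SD, n = 12), a log2 fold change of 0.24 (standard error 0.235, adjusted p = 0.453). Of the infected samples 7 of 12 were above the mean of their controls. Metchnikowin (Mtk, FBgn0014865) had 13.0 ± 7.66 CPM in controls and 17.1 ± 8.83 in infected flies, a log2 fold change of 0.43 (standard error 0.287, adjusted p = 0.251), with 8 of 12 infected samples above. In the 23 fits that left out a sample, Drs was significant in 0 and Mtk in 0.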

Also, several genes that were found to be strongly induced in both microarray studies (*e*.*g*. *Drosomycin*, *Metchnikowin*) were not found to be induced in our experiments. The overlap is even smaller when looking at genes that are strongly repressed. 

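Obp99b (FBgn0039685, chromosome 3R from 29716254 to 29716896) fell from 83.3 ± 40.1 CPM in the controls (SD, n = 11) to 29.3 ± 6.21 after 24 h (SD, n = 12). This log2 fold change of -1.42 (standard error 0.135, adjusted p = 1.84e-08) has rank 8 among the repressed genes, and 12 of 12 infected samples were below their controls' mean.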

Here we found that only a single gene, the odorant-binding protein *Obp99b*, was shared between our study and the work of Röxstrom-Lundquist *et al*. [20], while the genes *lectin-21Cb* and *CG18179* overlapped with the data set of De Gregorio *et al*. 

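CG18179 (FBgn0036023) had a log2 fold change of -0.83 (standard error 0.207, adjusted p = 0.00389) at 24 h and rank 37 among the repressed genes. For lectin-21Cb (FBgn0040106) it was -0.53 (standard error 0.0566, adjusted p = 1.30e-07), rank 118. The DESeq2 fit with a prior on the fold changes gave ranks 86 and 74.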

[19].

**Fig 3:**
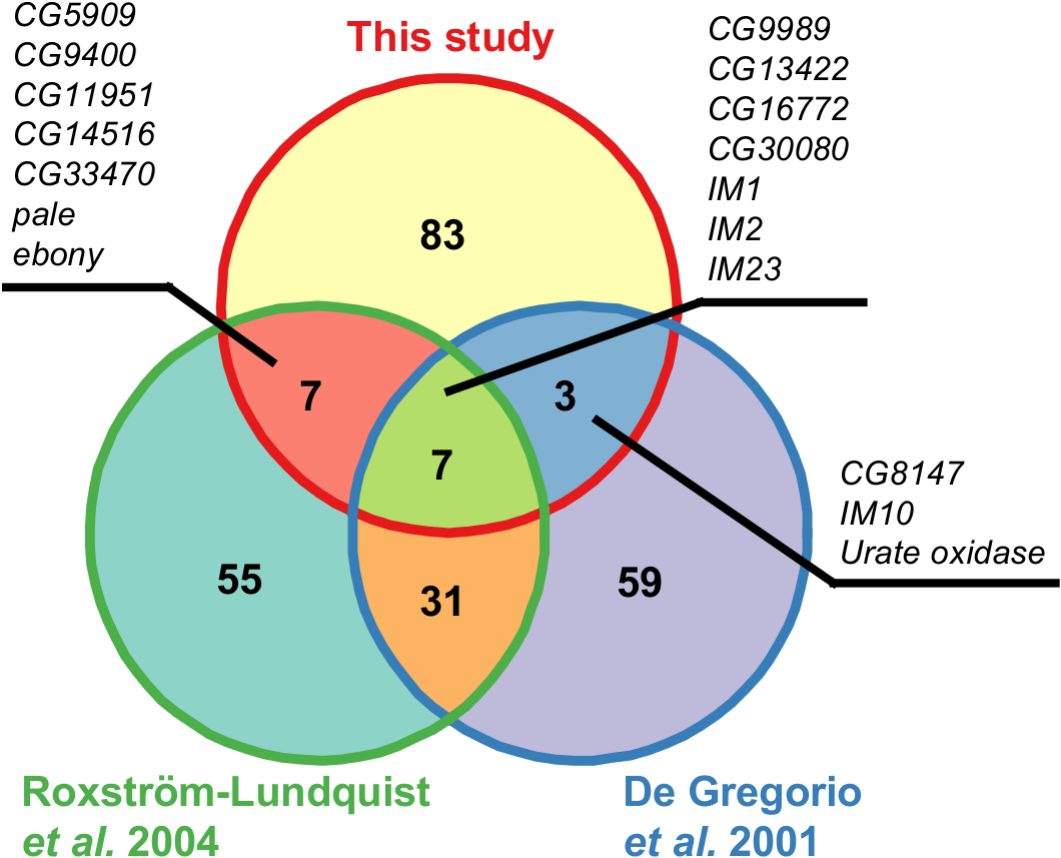
Comparison of strongly induced genes. Overlap of the 100 most strongly induced genes 24 hours after infection in this study compared to those found in De Gregorio *et al*. [19] and Roxström-Lundquist *et al*. [20]. Gene names of the genes found in the microarray studies were updated to reflect the genome annotation of Flybase release 5.57 [36].

We continued to search for genes that are differentially regulated in a population-specific manner 24 hours after infection in our experiment. 

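At 24 h, 0 genes showed a significant population-specific effect for Africa and 0 for Asia, with 441 and 1111 genes at an unadjusted p under 0.05. The lowest adjusted p-values were 0.334 and 0.551. DESeq2 gave 1 gene for Africa and 0 for Asia, the latter with 1068 genes at an unadjusted p under 0.05. A block of the replicate numbers from the labels gave 0 and 0, with 446 and 1084 genes at an unadjusted p under 0.05, and same-numbered samples correlated at 0.00997. Leaving out each sample in turn, except the American controls, gave at most 1 gene for Africa. For Asia the count was 949 without control replicate 1. With gene length as an offset, which was chosen after seeing the data, this count was 0 (1903 at an unadjusted p under 0.05).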

We found no such genes in the African or Asian populations. However, three genes in the European and 28 genes in the American population show differential expression patterns (Table 4). 

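For the American population 7 genes had a significant population-specific effect at 24 h in the edgeR fit, with 844 genes at an unadjusted p under 0.05. For the European population there were 0, with 698 genes at an unadjusted p under 0.05. All 28 American genes of Table 4 had an unadjusted p under 0.05 and an adjusted p of at most 0.247, and the 3 European genes an adjusted p of 0.360. The significant genes were CG8834 with -0.94 (standard error 0.119, adjusted p = 0.000994), tim with 1.03 (standard error 0.160, adjusted p = 0.0112), CG17560 with -1.10 (standard error 0.183, adjusted p = 0.0186), Npc1b with -1.07 (standard error 0.184, adjusted p = 0.0235), CG11796 with 0.55 (standard error 0.0989, adjusted p = 0.0312), CG31233 with -0.82 (standard error 0.151, adjusted p = 0.0381) and Orct2 with -0.71 (standard error 0.134, adjusted p = 0.0426), on the log2 scale. Further American genes of Table 4 had effects of -0.62 (adjusted p = 0.176) for CG10657, -0.70 (adjusted p = 0.166) for CG11892, -0.51 (adjusted p = 0.0642) for CG13607, -0.70 (adjusted p = 0.147) for CG17752 and -0.33 (adjusted p = 0.179) for CG30431. The effect was -0.62 (adjusted p = 0.175) for CG42402, -0.62 (adjusted p = 0.175) for CG8773, 0.79 (adjusted p = 0.247) for Cyp12d1-p, -0.69 (adjusted p = 0.200) for Eip71CD, -0.60 (adjusted p = 0.173) for Hml and -0.39 (adjusted p = 0.175) for slif. It was 1.95 (adjusted p = 0.0724) for CG15263, -0.42 (adjusted p = 0.0811) for CG2930, -1.09 (adjusted p = 0.136) for CG3106, -0.46 (adjusted p = 0.195) for CG4562, 0.87 (adjusted p = 0.161) for CG5724, -0.63 (adjusted p = 0.147) for Cf2, -0.84 (adjusted p = 0.247) for Pebp1 and 0.39 (adjusted p = 0.147) for gol. Of the European genes, ade3 had -0.81 (standard error 0.167, adjusted p = 0.360). DESeq2 gave 24 American and 3 European genes, and 28 and 3 with a prior on the fold changes, of which 21 and 3 are in Table 4. A block of the replicate numbers gave 4 American and 0 European genes, the latter with 655 genes at an unadjusted p under 0.05. The block is taken from the labels, and same-numbered samples correlated at 0.00997. Leaving out each sample in turn, except the American controls, gave 1 to 16 American genes, and CG8834 was significant in all 21 of these fits. How far the American effects depend on a single American control was thus not tested.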

Two genes in the European population belong to the Cyp450 family. The gene *Cyp4e3*, which does not show expression changes over all populations, is repressed significantly in Europe. 

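Cyp4e3 (FBgn0015035, chromosome 2L from 9747839 to 9750071) fell in European flies from 41.7 ± 4.19 CPM in the controls to 21.9 ± 1.96 at 24 h (SD, n = 3 each). The log2 fold change in Europe was -0.93 (standard error 0.172, adjusted p = 0.00246), against 0.14 in Africa, 0.23 in America and -0.15 in Asia. Over all populations it was -0.21 (standard error 0.126, adjusted p = 0.204), and the population-specific effect was -1.01 (standard error 0.202, adjusted p = 0.360).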

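Cyp4d14 (FBgn0023541, chromosome X from 2173415 to 2175315) had a log2 fold change of -0.36 (standard error 0.0733, adjusted p = 0.000634) over all populations at 24 h. The response was -0.31 in Africa (adjusted p = 0.0612), -0.54 in America (adjusted p = 0.00635), -0.68 in Asia (adjusted p = 0.000187) and 0.05 in Europe (adjusted p = 0.881). European flies had 29.1 ± 2.05 CPM in controls and 30.1 ± 1.65 at 24 h (SD, n = 3 each). The population-specific effect in Europe was 0.56 (standard error 0.117, adjusted p = 0.360).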

On the other hand, *Cyp4d14* is repressed in all other populations, but does not show an expression change in Europe (as a consequence of the positive population-specific effect presented in Table 4 canceling out the general negative effect over all populations). 

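At 24 h the log2 fold change of tim was -3.24 over all populations, and the population-specific effect in America was 1.03 (standard error 0.160, adjusted p = 0.0112). It stayed between 0.94 and 1.16 in the 21 fits that left out a sample other than an American control, and was significant in 20 of them.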

For the American population we find that the gene that is generally repressed the most (*timeless*) has a positive population effect. This means that while the gene is still repressed in American flies, the effect is less pronounced. 

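In American flies tim fell from 632 ± 42.6 CPM in the controls (SD, n = 2) to 119 ± 19.6 after 24 h (SD, n = 3), a log2 fold change of -2.42 (standard error 0.139, adjusted p = 2.90e-10). In the other populations it was -3.41 in Africa, -3.49 in Asia and -3.45 in Europe. Their infected flies had 56.9 ± 2.69, 50.9 ± 3.47 and 61.7 ± 3.38 CPM (SD, n = 3 each). The lowest American sample at 24 h had 96.5 CPM.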

Interestingly, we see a similar effect for *CG17560*, which is among the genes with the largest over-expression over all populations (see above). 

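CG17560 rose in American flies from 44.8 ± 1.91 CPM in the controls (SD, n = 2) to 176 ± 19.4 at 24 h (SD, n = 3). In Africa it rose from 27.0 ± 7.70 to 222 ± 12.4, in Asia from 28.4 ± 5.97 to 234 ± 15.8, and in Europe from 29.2 ± 3.94 to 253 ± 13.9 (SD, n = 3 each).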

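The log2 fold change of CG17560 at 24 h was 1.96 (standard error 0.173, adjusted p = 1.99e-07) in America, 3.04 in Africa, 3.05 in Asia and 3.11 in Europe. For America the population-specific effect was -1.10 (standard error 0.183, adjusted p = 0.0186). It ranged from -1.18 to -1.03 when each sample except the American controls was left out in turn, and was significant in 19 of these 21 fits.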

Here, while the expression change remains significant in America, it is less pronounced. We also find genes for which the general expression change is amplified within the American population (*e*.*g*. 

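Npc1b (FBgn0261675) had a log2 fold change of -1.52 (standard error 0.164, adjusted p = 3.46e-06) in American flies at 24 h, against -0.28 in Africa, -0.66 in Asia and -0.41 in Europe. Its population-specific effect was -1.07 (standard error 0.184, adjusted p = 0.0235). Orct2 (FBgn0086365) had -0.87 (standard error 0.118, adjusted p = 8.77e-05) in America, against -0.14 in Africa, -0.14 in Asia and -0.21 in Europe, and a population-specific effect of -0.71 (standard error 0.134, adjusted p = 0.0426). Over all populations the log2 fold changes were -0.67 and -0.31.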

*Npc1b* and *Orct2*). 

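For CG31233 (FBgn0051233) the log2 fold change at 24 h was 0.01 (standard error 0.0901, adjusted p = 0.948) over all populations and -0.64 (standard error 0.134, adjusted p = 0.00851) in American flies, with a population-specific effect of -0.82 (standard error 0.151, adjusted p = 0.0381). CG6770 (FBgn0032400) had -0.03 (standard error 0.0633, adjusted p = 0.696) over all populations and 0.35 (standard error 0.107, adjusted p = 0.0851) in American flies. Its population-specific effect was 0.49 (standard error 0.121, adjusted p = 0.200).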

And finally we find genes that change their expression specifically in the American population (*e*.*g*. *CG31233* and *CG6770*) and the reverse case where genes that are generally induced or repressed do not change their expression levels in the American population (*e*.*g*. 

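CG8834 (FBgn0033733) had 205 ± 3.19 CPM in American controls (SD, n = 2) and 206 ± 15.5 in American flies at 24 h (SD, n = 3). In Africa it rose from 118 ± 16.5 to 250 ± 24.5, in Asia from 108 ± 11.7 to 200 ± 4.77, and in Europe from 117 ± 8.15 to 211 ± 16.6 (SD, n = 3 each). Its log2 fold change was 0.01 in America (adjusted p = 0.990) and 0.74 (standard error 0.0925, adjusted p = 1.66e-06) over all populations. For Sirup (FBgn0031971) the log2 fold change was 0.14 in America (adjusted p = 0.568) and -0.31 (standard error 0.0678, adjusted p = 0.00135) over all populations, and its population-specific effect was 0.57 (standard error 0.116, adjusted p = 0.0811).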

*CG8834* and *Sirup*).

**Table 4:** Genes with European and American-specific effects 24 hours after infection.

Gene name (short name)	Population effect (fold-change)	Adjusted *p*-value	General expression change^1^	Population expression change^2^
**European population**				
*Cytochrome P450-4e3 (Cyp4e3)*	0.72	0.0112	0	-
*adenosine 3 (ade3)*	0.75	0.0122	-	-
*Cyp4d14*	1.27	0.0325	-	0
**American population**				
*CG8834*	0.67	<0.0001	+	0
*timeless (tim)*	1.47	<0.0001	-	-
*CG17560*	0.68	<0.0001	+	+
*Niemann-Pick type C-1b (Npc1b)*	0.69	<0.0001	-	-
*CG11796*	1.28	0.0001	+	+
*CG31233*	0.73	0.0003	0	-
*CG13607*	0.80	0.0014	0	0
*CG2930*	0.82	0.0025	+	0
*Organic cation transporter 2 (Orct2)*	0.76	0.0028	-	-
*Starvation-upregulated protein (Sirup)*	1.27	0.0029	-	0
*CG3106*	0.73	0.0033	-	-
*CG15263*	1.31	0.0076	0	0
*CG5724*	1.32	0.0150	+	+
*Chorion factor 2 (Cf2)*	0.78	0.0153	0	0
*CG17752*	0.77	0.0153	+	0
*CG11892*	0.77	0.0158	-	-
*goliath (gol)*	1.20	0.0173	-	-
*CG8773*	0.79	0.0293	0	-
*Hemolectin (Hml)*	0.79	0.0325	+	0
*CG6770*	1.23	0.0325	0	+
*CG10657*	0.79	0.0332	-	-
*Ecdysone-induced protein 28/29kD (Eip71CD)*	0.78	0.0334	-	-
*CG42402*	0.79	0.0395	0	0
*slimfast (slif)*	0.84	0.0480	+	0
*CG4562*	0.82	0.0480	-	-
*Phosphatidylethanolamine-binding protein 1 (Pebp1)*	0.77	0.0480	0	-
*CG30431*	0.86	0.0480	-	-
*Cyp12d1-p*	1.29	0.0480	-	0

^1^ + or–symbols indicate significant over- or under-expression (*p* < 0.05) over all populations combined, 0 indicates no expression change (see also S1 Table)

^2^ + or–symbols indicate significant over- or under-expression (*p* < 0.05) within the specific population (European or American), 0 indicates no expression change

In a final analysis we searched for genes, which show expression divergence between populations at the basal level, *i*.*e*. irrespective of infection status. 

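On PC1 and PC2 the mean scores of the Asian and European populations lay 0.818 apart. The spread of 1.10 between replicates is that of single samples, while each mean is over 9 samples. It is therefore no limit for this distance, which was not tested. Africa lay 3.79 from Asia and 4.11 from Europe.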

We already see in the PCA (Fig 2) that the European and the Asian populations show very similar transcriptional profiles and both cluster closely with the African population. The American population, however, seems to be transcriptionally diverged form the other three populations. 

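The mean score of the American population lay 10.5 from Africa, 13.0 from Asia and 13.7 from Europe on PC1 and PC2. Its distance from the mean of the other 3 populations, 12.3, exceeded that of all 100000 permutations of the population labels within treatments (p = 1e-05, the smallest value they can give). It stayed between 11.8 and 13.6 when each sample was left out in turn.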

In order to find out which genes drive this expression divergence we searched for significant population effects in our generalized linear model. Here, we contrasted each of the four populations with all other three combined. 

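In the edgeR fit to all 35 samples, 2201 genes of 12805 were significant for Africa (1181 higher and 1020 lower than the mean of the other 3 populations), 2508 for Asia (1411 higher, 1097 lower), 3017 for Europe (1344 higher, 1673 lower) and 3930 for America (2203 higher, 1727 lower). In this order, 3857, 4212, 4691 and 5179 genes had an unadjusted p under 0.05. The comparison of controls alone moved the counts most, to 190, 416, 120 and 387. A block of the replicate numbers from the labels gave 2230, 2595, 3022 and 3894, and same-numbered samples correlated at 0.00997. Leaving out each sample in turn gave 1719 to 2489 genes for Africa, 1696 to 3128 for Asia, 2213 to 3711 for Europe and 2807 to 4372 for America.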

Using this approach we find that the African population shows 1,546 genes, which are differentially expressed compared to all other populations, the Asian population shows 1,792 genes, the European population 2,089 genes and the American population 3,459 genes (S2 Table). 

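The American population had 3930 significant genes, the most of the 4 populations. Among controls alone, Asia had 416 and America, with 2 samples, 387. The lowest differences of American flies were those of CG8960 (FBgn0035315), -7.34 (standard error 0.471, adjusted p = 5.13e-12), CG11313 (FBgn0039798), -6.31 (standard error 0.596, adjusted p = 1.91e-09), and CG31464 (FBgn0051464), -5.02 (standard error 0.494, adjusted p = 8.51e-09). CG8960 had 0.0162 ± 0.0316 CPM in American flies (SD, n = 8), 1.36 ± 0.302 in African, 2.37 ± 0.849 in Asian and 2.77 ± 0.594 in European flies (SD, n = 9 each). The highest, after Tep1, were CG6933 (FBgn0036952) with 3.92 (standard error 0.241, adjusted p = 4.01e-13) and CG17105 (FBgn0032280) with 2.93 (standard error 0.414, adjusted p = 2.59e-06).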

As expected the American population shows the largest number of transcriptionally diverged genes.

To gain insight into the nature of the genes that differ in expression between populations we performed a GO analysis of the top 100 over- and under-expressed genes for each population. For the African population many genes with taste receptor activity are expressed at a lower level compared to all other populations (*q* = 0.0003). This is entirely driven by seven members of the *gustatory receptor* (*Gr*) gene family. 

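Of the tested genes with a Gr symbol, 7 of 33 were among the 100 genes with the lowest expression in Africa relative to the other populations (one-sided Fisher exact test, adjusted p = 5.70e-08 over 11 families). Gr59a (FBgn0045483, chromosome 2R from 23080561 to 23081725) had a log2 difference of -2.79 (standard error 0.433, adjusted p = 2.30e-05). In all, 7 were significantly lower and 2 significantly higher in Africa. The list of the DESeq2 fit with a prior on the fold changes held 6. With a filter of 10 counts in every sample, 10 Gr genes could be tested and 2 were in the list. Besides Gr59a, the lowest significant differences among the genes with a mean below that of each other population were -2.20 (adjusted p = 4.61e-06) for CG45072 and -2.18 (adjusted p = 6.49e-12) for CG42876. For CG45072 the Asian mean of 0.381 CPM was close to the African one of 0.238.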

More generally, genes with transmembrane signaling activity are under-expressed in Africa (12 genes, *q* = 0.0019). 

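Of the larval serum protein genes tested, 3 of 4 were among the 100 genes with the lowest expression in Africa (one-sided Fisher exact test, adjusted p = 1.01e-05 over 11 families). Their median log2 difference was -1.04. With the filter of 10 counts in every sample 2 could be tested and 2 were in the list.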

Additionally, three *larval serum protein* genes fall into this category. These genes have nutrient reservoir activity (*q* = 0.0024). For the genes which are highly over-expressed in Africa no over-represented functions could be found. However, it is interesting to note that the gene with the largest amount of over-expression is a Cyp450 gene (*Cyp313a3*), while the second and third most extreme genes (*CG33986* and *CG13675*) are involved in chitin binding. 

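Cyp313a3 (FBgn0038007, chromosome 3R from 12237138 to 12239266) had 15.6 ± 3.15 CPM in African flies (SD, n = 9), 0.434 ± 0.124 in American (SD, n = 8), 0.716 ± 0.411 in Asian and 0.734 ± 0.213 in European flies (SD, n = 9 each). Its log2 difference of 4.71 (standard error 0.133, adjusted p = 1.70e-21) has rank 1 for Africa. CG33986 (FBgn0053986) had 4.63 (standard error 0.441, adjusted p = 1.20e-07) and rank 2, from 0.402 ± 0.171 CPM in African flies (SD, n = 9). CG14369 (FBgn0038159) had 4.56 (standard error 0.404, adjusted p = 3.96e-08) and rank 3, and CG13675 (FBgn0035845) 3.52 (standard error 0.258, adjusted p = 2.47e-11) and rank 6. The means of CG14369 were 0.770 CPM in African, 0.275 in American, 0 in Asian and 0.0179 in European flies. Its difference thus comes mostly from the Asian and European flies. In the DESeq2 fit with a prior on the fold changes, Cyp313a3 held rank 1, CG13675 rank 3 and CG33986 rank 20.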

For the European population we did not find any specific functional category of genes to be systematically under-expressed. On the other side many genes with alpha-mannosidase activity are over-expressed (four genes, *q* = 0.0056). 

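Alpha-mannosidases were identified by gene symbol, and 11 were tested. Of these, 9 were more highly expressed in Europe than in the mean of the other populations, 5 of them significantly. Among the 100 most over-expressed genes there were 2 (one-sided Fisher exact test, adjusted p = 0.00872 over 11 families). The list held 4 in the DESeq2 fit with a prior on the fold changes and 4 with the filter of 10 counts in every sample. Among the genes with a mean above that of each other population, the highest significant differences in Europe were those of CG8960 with 3.00 (standard error 0.241, adjusted p = 2.80e-09), CG13731 with 1.87 (standard error 0.282, adjusted p = 3.22e-05) and PH4alphaSG2 with 1.63 (standard error 0.206, adjusted p = 1.91e-06) on the log2 scale. CG8960 had a mean of 2.77 CPM in European, 2.37 in Asian, 1.36 in African and 0.0162 in American flies, so that its difference from the mean of the others comes mostly from the American flies. Among the genes with a mean below that of each other population, the lowest differences were -2.69 (standard error 0.617, adjusted p = 0.00246) for CG5225, -2.60 (standard error 0.337, adjusted p = 3.27e-06) for CG15369 and -1.87 (standard error 0.404, adjusted p = 0.00146) for CG14515. Asian flies were close to the European ones for CG14515, with means of 0.0942 and 0.0793 CPM, and for CG13731, with 0.840 and 1.13 CPM.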

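Serine proteases and cuticle proteins were identified by gene symbol, because GO terms were not analysed here. Of the tested serine protease genes, 5 of 36 were among the 100 least expressed genes of American flies relative to the others (one-sided Fisher exact test, adjusted p = 8.99e-05 over 11 families). In total 18 were significantly lower and 4 significantly higher in America. Of the tested cuticle protein genes, 5 of 62 were in the list (exact test, adjusted p = 0.000657), 12 were significantly lower and 18 significantly higher.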

For American flies we see under-expression of serine-type endopeptidases (eleven genes, *q* = 0.0009) and structural constituents of the cuticule (eight genes, *q* = 0.0033). 

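Among the 100 most over-expressed genes in America were 4 of 27 tested genes with an Or symbol (one-sided Fisher exact test, adjusted p = 0.000147 over 11 families) and 4 of 33 with a Gr symbol (exact test, adjusted p = 0.000265). The DESeq2 fit with a prior on the fold changes had 3 and 3 in its list. Of the Or genes, 6 were significantly higher and 5 significantly lower in America, and of the Gr genes 8 and 7.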

Many genes with transmembrane signaling activity are over-expressed in America (13 genes, *q* = 0.0018) with the *odorant receptor* (*Or*) gene family (five members) standing out and the *gustatory receptor* (*Gr*) gene family also being represented with three genes. Surprisingly, even though not captured by any specific GO term, many genes that are associated with stress or immune response were found to be generally over-expressed in American flies. This includes four Cyp450 genes, three members of the *Turandot* gene family, three lysozyme genes as well as several other well known examples such as *Tep1* or *Attacin-D*. 

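Among the 100 most over-expressed genes in America were 4 of 82 tested Cyp450 genes (one-sided Fisher exact test, adjusted p = 0.00705 over 11 families), 4 of 5 Turandot genes (exact test, adjusted p = 1.91e-07) and 4 of 7 lysozyme genes (exact test, adjusted p = 6.62e-07). The DESeq2 fit with a prior on the fold changes had 6, 2 and 4. The median log2 difference was 1.11 over the Turandot genes and 1.05 over the lysozyme genes. Tep1 (FBgn0041183, chromosome 2L from 15888640 to 15893811) had the largest difference, 3.94 (standard error 0.365, adjusted p = 1.32e-09). American samples had 6.52 ± 6.09 CPM (SD, n = 8) with a range from 0.156 to 16.5, and the other populations means of 0.309 to 0.475. Attacin-D (AttD, FBgn0038530) had 0.333 ± 0.610 CPM in American flies (SD, n = 8), and 0.124 in African, 0.0546 in Asian and 0.0464 in European flies on average. It was removed by the filter for low counts and not tested. Without the filter its log2 difference was 1.35 (standard error 1.19, adjusted p = 0.434).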

In this respect the Asian population shows the opposite pattern. Many of these genes are under-expressed compared to all other populations. We find that this is systematically true for lysozymes (five genes, *q* = 0.0003) and oxidoreductases (18 genes, *q* = 0.0005). 

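Of the lysozyme genes tested, 6 of 7 were among the 100 least expressed genes of Asian flies relative to the others (one-sided Fisher exact test, adjusted p = 1.49e-11 over 11 families). In all 6 were significantly lower, and the median log2 difference was -1.08. The count was 6 in the DESeq2 fit with a prior on the fold changes and 6 with the filter of 10 counts in every sample. Of the tested Cyp450 genes, 4 of 82 were in the list (exact test, adjusted p = 0.0141), with 16 significantly lower and 14 significantly higher. Among the genes with a mean above that of each other population, the highest significant differences in Asian flies were 3.86 (standard error 0.288, adjusted p = 6.43e-10) for CG11313, 2.15 (standard error 0.174, adjusted p = 1.65e-09) for dyl and 1.99 (standard error 0.238, adjusted p = 1.18e-06) for dsf. Among those with a mean below each other population, the lowest were -3.78 (standard error 0.552, adjusted p = 1.76e-05) for CG7031, -1.92 (standard error 0.260, adjusted p = 6.25e-06) for Osi23 and -1.76 (standard error 0.597, adjusted p = 0.0371) for Tep1. Tep1 had a mean of 0.309 CPM in Asian, 0.409 in European, 0.475 in African and 6.52 in American flies, so that its difference from the mean of the others comes mostly from the American flies. The same means of CG11313 were 27.6, 9.43, 5.92 and 0.147 CPM. For CG7031 they were 0.0474, 0.0963, 1.93 and 1.53 CPM, and for Osi23 0.125, 0.171, 1.01 and 0.492 CPM. European flies were thus close to the Asian ones for CG7031 and Osi23, and the differences come mostly from the African and American flies.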

No specific functional category was enriched in the list of over-expressed genes for the Asian population.

## Discussion

### Geographic variation of infection resistance

Variation in susceptibility to a generalist parasite can reflect differences in life-history strategy and/or in immune investment between host populations [42–44]. There is some evidence for an effect of latitude on host immune competence where higher species richness in the tropics selects for increased immune investment [14]. Indeed, Tinsley and co-workers found lower susceptibility to the entomopathogenic fungus *B*. *bassiana* in tropical *D*. *melanogaster* populations [15].

Here we assessed susceptibility to *B*. *bassiana* in two tropical and two temperate *D*. *melanogaster* populations. We performed two independent infection experiments, but did not detect a significant difference in susceptibility among host populations. The differences in mortality we observe among infected flies mirror the differences in mortality in control flies. The cause for mortality (and its differences between populations) in the control vials might be the isoparaffinic oils used in the spore and control solutions. These oils have been shown to have insecticidal properties [45] and may pose a stress even in the absence of spores. Contrary to what has been reported previously [15], in our experiments temperate populations performed better than tropical ones, showing lower mortality both in infection and control treatments. This is likely due to their higher general vigor. It is well known that inbreeding can reduce vigor, and even though we used out-crossed populations for our experiments, these were created from inbred lines that have been maintained in the lab for many years. It is possible that the source lines accumulated deleterious alleles during this time and therefore suffer from inbreeding depression. This effect might have been strong enough that subsequent out-breeding between inbred lines could not restore the flies' original vigor. Additionally to the effects of inbreeding there also might be adaptation to the lab environment over time. Flies might have reduced their investment into the ability to cope with infection, as this is costly [3] and flies are rarely immunologically challenged when kept as healthy lab stocks. We would expect that the severity of both effects would correlate with the time of maintenance as inbred lines in the lab. In fact, the African population has been kept as lab cultures for the longest time (collected in 1990). However, all other populations were collected at comparable times: Europe in 1999, Asia in 2002 and America in 2003. So while different times of lab maintenance might contribute to the differences in mortality, it is unlikely to be the main factor. Alternatively, the difference between the tropical and temperate populations could be due to the environment in which they were maintained. However, the temperature at which the flies where maintained (23°C) and at which the infection experiments where performed (25°C) is well within to the physiological optimum range for both temperate and tropical *D*. *melanogaster* [46]. We therefore do not expect an advantage for any population in this respect.

While the differences we observe among our infected flies seem to be explained by differences in general stress resistance one should still not rule out potential differences in the immune system. Phagocytosis, an important component of the early innate immune response in *Drosophila* [47], could act differently in the studied populations. It would furthermore be interesting to see if mortality rates are correlated with parasite abundance. Such measurements could shed light on the actual basis for the observed differences between populations.

The lack of variation in parasite susceptibility among host populations could be due to several reasons. First, we used populations and parasite strains different from Tinsley *et al*. [15]. Second, we worked with *D*. *melanogaster* out-crossed populations instead of F1 crosses generated by mating parental isofemale lines. The use of out-crossed populations, although a closer approximation of natural conditions, introduces more variance in our measurements. In fact each individual is in principle genetically different from the others due to recombination, while in F1 crosses all offspring are virtually identical. This increased variance might reduce our ability to detect differences between populations. Note, however, that we used large population sizes (around 1,000 flies) and have duplicated the out-crossed populations. Furthermore, infection experiments are conducted with large numbers of vials and flies, so we do not expect to lack statistical power to detect possible differences. Another difference is that in Tinsley *et al*. [15] control flies were kept on food containing the antifungal agent Nipagin, while in our case both infected and control flies were reared on Nipagin-free food. The reason for our choice was to assure homogeneity among experimental groups. It is possible that the variability in mortality between host genotypes observed in Tinsley *et al*. [15] reflects, at least partially, a difference in vigor among the *D*. *melanogaster* genotypes used.

*B*. *bassiana*, as a generalist pathogen, is not likely to co-evolve with any host species or population [16]. On the other hand, local adaptation was not found even in the case of *D*. *melanogaster* and its specific parasitoid *Asobara tabida* [48] and, to our knowledge, has not been reported for any *D*. *melanogaster*-parasite combination. The absence of such reports is possibly due to the scarce information available about *D*. *melanogaster* ecology and to the difficulty to detect local adaptation for this species because of its relatively high migration rate [49]. On the other hand, there is evidence of co-evolution between *D*. *melanogaster* and its parasite the sigma virus [50]. This supports the hypothesis that local adaptation is likely to exist between *D*. *melanogaster* and some of its specific parasites in nature, mainly vertically transmitted viral parasites which adapt a higher specificity to their host than horizontally transmitted parasites (such as entomopathogenic fungi). Confirming this hypothesis, genomic studies of *Drosophila* populations revealed that few genes of the immune system are experiencing natural selection [51] except for genes in RNAi pathways involved in resistance to viruses [52]. However, some evidence for local adaptation to abiotic environments has been found in *D*. *melanogaster* populations, for example in terms of a correlation between local climate and ability to enter diapause [53] or between altitude and desiccation resistance [54].

While latitude alone does not appear to be a good predictor of host immune competence in our study system, other environmental variables, such as temperature, humidity or a direct measure of parasite species richness, could be more informative. For example, fly populations coming from locations with a rich bacterial community have been found to be less susceptible to the bacteria *Lactococcus lactis* [55]. Although ecology is important to understand host-parasite interaction [56], we know little about *D*. *melanogaster* in the field and its disease incidence and prevalence, with the exception of Sigma virus [50]. Including more detailed ecological information, such as the prevalence of various pathogens in wild populations of *D*. *melanogaster*, would increase our precision in testing the effect of the environment on host immune investment and other life history traits.

### Transcriptional response to infection

The role of host transcriptional response in determining the out-come of an infection has been highlighted in several studies [22,56–61]. Especially early transcriptional response seems to distinguish susceptible from resistant host genotypes [22,61]. In our study we found that only very few genes were commonly induced eight hours after infection and that the expression change was small. Among the few induced genes were several members of the Cyp450 family. These genes code for enzymes that are important for the detoxification of drugs and toxic compounds, and entomopathogenic fungi are known to produce toxic compounds during infection [62,63]. The metabolism of drugs and toxic compounds usually happens in three steps [64]. The first one is modification, meaning the insertion of a polar group in the target compound. It could happen by oxidation, reduction or hydrolysis. Cyp450 genes can catalyze both oxidative and reductive reactions. The second step is conjugation. In this step the modified toxic compounds are conjugated with negatively charged species such as glutathione, sulfate, glycine, or glucuronic acid. In the third step conjugated compounds are eventually further metabolized and finally actively excreted. Looking from this perspective, one could suggest that also the other induced genes with oxidoreductase activity might be involved in the first phase of toxic compounds metabolism. Additionally, the induced genes with transferase activity might be involved in phase two of toxic compound metabolism. Lastly, we also detect genes involved in transmembrane transport, which might play a role in excretion of toxins. Together these results highlight the importance of detoxification in early response to infection. Overall, we found only very few genes that were regulated differentially between all four populations. Only for the Asian population did we find eleven genes that show expression changes differing from the other three populations. The reason for this might lie in subtle timing differences of the transcriptional response to infection. 

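Of the 11 genes of Table 3, 6 changed significantly over all populations at 24 h. In log2 fold changes from the edgeR test these were AstC-R2 with 0.34 (adjusted p = 0.00837), CG18609 with -0.42 (adjusted p = 3.27e-05), CG42798 with -0.54 (adjusted p = 1.09e-05), CG4341 with 0.21 (adjusted p = 0.00137), CG8929 with 0.19 (adjusted p = 0.00126) and Lectin-galC1 with -0.26 (adjusted p = 0.00177). The others were mbt with 0.11 (adjusted p = 0.0651), dalao with 0.15 (adjusted p = 0.0775), Faa with -0.06 (adjusted p = 0.428), CG8273 with -0.02 (adjusted p = 0.832) and l(3)72Dr with 0.09 (adjusted p = 0.268). Adjusted within the 11 genes only, 8 were significant. A block of the replicate numbers from the labels gave 6, and same-numbered samples correlated at 0.00997.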

Of the eleven genes that show expression changes after eight hours in Asia, six show significant changes over all populations 24 hours after infection, with two additional genes being close to the significance threshold (*p* = 0.063 and *p* = 0.075). The direction of expression change in these eight genes after 24 hours perfectly matches the population effect in Asia after eight hours. 

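For 9 of the 11 genes of Table 3 the sign of the change over all populations at 24 h was that of the effect in Asia at 8 h (exact binomial test, p = 0.0654). The exceptions were CG8273 and l(3)72Dr. Both effects use the same Asian controls. When only the African, American and European samples entered the comparison at 24 h, 9 signs were the same. Among the other 2014 genes with an unadjusted p under 0.05 for the Asian effect at 8 h, 72.5% had the same sign at 24 h in those 3 populations.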

The Asian population might therefore be reacting slightly faster to the infection than the other populations, resulting in some genes already being regulated differently at an earlier time point.

After 24 hours we find that several thousands of genes are differentially regulated in infected flies compared to controls. This number is much larger than what has been found in previous studies [19,20]. This is not surprising, given the much greater statistical power to detect even subtle changes in gene expression in RNA-seq experiments compared to microarrays. It is unlikely, however, that genes with very small expression changes are of biological significance. We therefore concentrated on those genes with reasonably large expression changes for our further analysis. We found that our list of highly induced genes shows little overlap with the genes found in the microarray studies. Apart from differences in the fly lines used, a further reason could be the differences in infection protocol. While we tried to more closely mimic an infection in a natural setting the aforementioned studies infected flies by shaking them in sporulating fungal material. This is much more drastic than our approach and might not only lead to more severe infections, but also stresses the flies physically. Our infection method may as well introduce a larger variance in the time of infection (that is when spores land on the flies) between flies of the same treatment when compared to the other protocols. These could also be the reasons why the expression changes in our study are quantitatively smaller than what is observed especially in Roxström-Lundquist *et al*. [20]. We find that our most extreme genes are only over-expressed roughly two to five-fold, while Roxström-Lundquist and colleagues report several genes with more than ten-fold over-expression. 

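The fold change at 24 h was 7.09 for CG17560, 4.61 for Cpr72Ec, 3.91 for Smvt, 3.79 for Jhe and 3.77 for CG17562 (12 infected and 11 control samples). These values come from the edgeR fit, which has no prior on the fold changes. For CG17560 its log2 fold change was 2.83, against 2.16 with the DESeq2 prior and 2.16 in the paper. In the edgeR fit the largest value among the significantly induced genes, 23.4, was that of Fad2, which had 55.4 CPM in the African replicate 3 and a median of 0.197 CPM in the other 34 samples. The next, Yp1, had a log2 fold change of 3.95 (standard error 1.13, adjusted p = 0.01004), which fell to 0.25 without that sample. Of the 4122 significant genes, 58 had a log2 fold change above 1 in either direction.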

Both microarray studies find strong induction of the antifungal peptides *Drosomycin* and *Metchnikowin*, which we do not observe. 

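Over the 4 populations the fold change at 24 h was 1.18 for Drosomycin (Drs) and 1.35 for Metchnikowin (Mtk). The log2 fold change of Drs was 0.36 in Africa, 0.42 in America, 0.11 in Asia and 0.09 in Europe, and that of Mtk was 0.83 in Africa, 0.84 in America, 0.52 in Asia and -0.33 in Europe. The lowest adjusted p of these in the edgeR test was 0.377. Between samples, Drs varied from 55.6 to 229 CPM in the controls and from 42.5 to 244 at 24 h.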

Assuming that the severity of our infections is comparatively small we might well be seeing an earlier stage in infection response at the 24 hour time point compared to the microarray studies.

In our study we find over-expression of genes with catalytic activity including many glucuronosyltransferases, which indicates that the flies are still investing in detoxification processes. We find that the genes that are most strongly down-regulated at the 24 hour time point are all involved in circadian behavior. This is expected as these infected flies where compared to controls for which RNA was extracted 16 hours prior. The expression changes of these genes follow the circadian patterns reported previously [65]. It is interesting to note, however, that other studies in *D*. *melanogaster* have found a functional connection between the circadian rhythm and resistance to infection [66,67] as well as abiotic stressors such as pesticides [68]. Disruption of genes involved in regulation of the circadian rhythm leads to increased susceptibility. Furthermore, it has been found that many genes involved in stress or infection resistance, including Cyp450 genes and glucuronosyltransferases, are regulated in a clock-wise fashion [65,69]. In this context the gene *timeless* shows an interesting behavior. 

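The log2 fold change of tim at 24 h was -2.42 in America (standard error 0.139) and -3.41, -3.49 and -3.45 in Africa, Asia and Europe. The ratio of the American to the mean of the other responses was 0.701 for tim, 0.842 for per, 0.802 for vri, 0.839 for Pdp1, 0.812 for cry and 0.358 for Clk. Its median over these genes was 0.807, and over the 100 other most changed genes 0.828.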

While it follows its expected circadian rhythm overall, it also shows a unique expression pattern in the American population where its repression is much weaker than in all other populations. We can speculate that this difference might have functional consequences in terms of infection response that are specific to the American population.

When we searched for additional genes that were uniquely regulated among the four populations 24 hours after infection we found such genes only in the temperate populations. In the European population two Cyp450 genes show opposite patterns compared to all other populations: *Cyp4e3* is repressed only in Europe, while *Cyp4d14* is repressed everywhere else. This might hint towards a functional equivalence of both genes in the context of response to infection whereas for the European population the functions of the genes are exchanged. For the American flies we found several genes that were uniquely regulated. However, there was no clear pattern in terms of a specific functional class of genes or a specific direction of expression change. It is therefore hard to gauge if and how these genes contribute to infection response and if changes in expression patterns in the American population might have had functional consequences.

Given that our flies originate from four very different populations we would expect genetic divergence to manifest itself transcriptionally. On the DNA level it has been shown that there is appreciable differentiation between populations [70,71]. However, in terms of transcriptional response to infection we do not observe many differences. While at the 24-hour time point we could detect thousands of genes that change expression level, we only found very few genes that show population-specific effects. It therefore seems like expression response is conserved among all tested populations. This makes sense since *B*. *bassiana* is a generalist parasite and we do not expect local co-evolution between host and parasite, which could lead to population differentiation in infection response. 

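At 24 h, 4122 genes changed over all populations, and the tests for a population-specific effect gave 0 genes for Africa, 7 for America, 0 for Asia and 0 for Europe (441, 844, 1111 and 698 with an unadjusted p under 0.05).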

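Across all 12751 tested genes, the responses of 2 populations at 24 h correlated at 0.429 to 0.590, and at 8 h at -0.203 to 0.182 across 12787 genes. The response at 24 h also rose with gene length in each population, with a rank correlation of 0.262 to 0.657. At 8 h this rank correlation was 0.617 in Asia, -0.493 in Africa, -0.447 in America and -0.197 in Europe. These trends were not removed from the correlations between populations at either time. Among the 4122 genes significant over all populations, which are selected for a common change, the slope of a population's response on the mean response of the other 3 was 1.01 for Africa, 0.782 for America, 1.02 for Asia and 0.844 for Europe. Genes are not independent replicates, so these values have no p-value. Going by the paper's Methods, the 24 h samples also differ from the controls in time of day in every population. A shift shared for this reason could raise the correlations at 24 h, and it was not separated from a shared response to infection. From the small number of population-specific genes, the paper proposes that the response is conserved among the populations.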

On the other hand, we do observe general transcriptional differences between populations. Surprisingly, these differences are only partially in congruence with what has been found on the DNA sequence level, where the African population is most differentiated from all other populations [71]. 

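On PC1 and PC2 the African, Asian and European means lay 0.818 to 4.11 apart, and the American mean 10.5 to 13.7 from each of them. The spread of single samples around their group means was 1.10 (root mean square), which is no limit for distances between means.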

In our RNA-seq data set the African, Asian and European populations cluster closely together while the American population looks transcriptionally distinct. When we look at the functional classes of genes that show population-specific expression patterns we find many genes that might have changed expression levels as a consequence of adaptation to different food sources such as gustatory and odorant receptors or alpha-mannosidases. Interestingly, many genes with stress and immune related functions are also differentiated between populations. These genes have generally high expression levels in America and particularly low expression levels in Asia. These increased basal expression levels of stress resistance genes in the American population might also be the basis for their outperformance of the other populations in the mortality measurements as it allowed them to better cope with the stresses associated with the experiment. The question remains if this is a consequence of adaptation to a particularly hostile environment in the American population, namely the occurrence of numerous parasite or pathogen species compared to the other populations. Alternatively, other factors such as lab adaptation or inbreeding may also result in decreased expression of these genes in the other populations. It should be noted, however, that both the American and the Asian populations are those that have been kept in the lab for the least amount of time making this explanation unlikely.

## Supporting Information

S1 Table Expression changes 24 hours after infection over all populations. (XLS) Click here for additional data file.

S2 Table Transcriptionally diverged genes at the population level. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

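RNA of male flies from 4 populations was sequenced, with controls, flies 8 h after infection and flies 24 h after infection in each population. Every sample is a pool of 30 males. There are 3 samples per population and treatment, except for 2 American controls, which makes 35 samples. Populations, treatments and replicate numbers were taken from the sample labels.

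The authors mapped single-end reads to the transcriptome with NextGenMap, added the reads of all transcripts of a gene, and deposited the raw counts per gene, without normalization. Each sample has 13955 genes. Of these, 13661 were found by their identifier in the BDGP6 annotation, which gave positions and exon lengths, and 13765 received a symbol from this annotation or from the paper's supplementary tables. Total counts lay between 14622946 and 24538533, a ratio of 1.68. At the median depth of 19864251 counts, a gene with few counts, such as AttD, is measured with little precision.

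The main test was the quasi-likelihood F test of edgeR 4.0.16 (with limma 3.58.1, in R 4.3.3) after TMM normalization and filterByExpr (minimum count 10, minimum total count 15, groups of population and treatment), with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons, their models and the main alternatives were set before the data were examined. A first run used the robust option of the quasi-likelihood fit. The default was then taken, and the robust option became an alternative chosen after seeing the data. The infection effect was fitted per time point with population and treatment as factors, the population-specific effect with their interaction, and the basal divergence with all samples. DESeq2 1.42.0 was used for alternatives, with and without a zero-centred prior on the fold changes. Its prior was rebuilt in the present version, since the version used by the authors is not stated. Principal components were computed on the 500 most variable genes. Distances were tested with exact permutations or 100000 random permutations. Expression is shown as CPM, and log2 CPM used a prior count of 2. Further tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

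The genes named in the text were chosen by a rule. Named is every gene that the paper names in its text, in Tables 2 to 4 or in Fig. 3, in the comparison for which it is named. For the infection effect at 8 h and 24 h, the 10 genes with the largest change were added, among the significant genes that changed the same way in all 4 populations. For each basal divergence, the 3 largest differences in either direction were added, among the significant genes with the same sign against each other population. For each population-specific effect, the 3 significant genes with the smallest adjusted p were added. Marker genes of female tissues were used to examine a single sample. Basal differences are from the mean of the other 3 populations, and a single one of these can account for much of a difference.

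Gene families were tested with a one-sided Fisher exact test in the 100 most changed significant genes in each direction, adjusted over 11 families. The test takes genes as independent. Members of a family that change together are not, so that its p-values can be too small. Members were found by gene symbol. After a first look, in which alpha-mannosidases were missed, current symbols were used as well. GO enrichments, survival and mapping rates were not analysed here.

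Alternatives were other size factors, other filters for low counts, DESeq2, the replicate number as a block, over all samples or within populations, all samples in a single fit, the average of the populations, the other populations pooled, controls only, a fit without interactions, a threshold of 0.01, and leaving out each sample. For interactions, American controls were not left out, since only 1 would remain. Offsets for the trend along gene length were added after seeing the data. The fits were tested on simulated data with 200 changed genes. The main test recovered 99.5% of them for the 24 h effect, 71.5% for the Asian population-specific effect at 8 h and 98.5% for the American divergence, and 5.24%, 4.03% and 2.48% of the calls were false. Of the genes changed by a log2 fold change of 1 it recovered 99%, 97% and 100%. All simulated changes exceeded 0.208, the median absolute log2 fold change of the genes significant at 24 h. Only genes above a minimum mean count were changed, and the simulated noise had no trend along gene length. The shares recovered and the false calls therefore do not carry over to smaller changes, to genes with few counts or to noise along gene length.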

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

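All tests of explanations in this part were chosen only after the results were seen.

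A difference between populations was found at 8 h, where 1 gene, AstC-R2, had a significant Asian effect of 1.05 on the log2 scale (adjusted p = 0.0312). The responses were -0.57 in Africa, 0.05 in America, 0.63 in Asia and -0.75 in Europe (3 infected samples each). It was significant in 11 of 21 fits that left out a sample. With offsets for gene length, 0 genes were significant (1293 at an unadjusted p under 0.05), while the effect of AstC-R2 was still 0.93 (adjusted p = 0.0827). Splits were made with a paired fit, which differs from the main one. It has a block per population and replicate number, and other splits exchange the populations of the pairs. In it 1315 genes had an unadjusted p under 0.05, and 22 of 100 splits, the real one included, gave as many. These splits concern the number of genes and do not test AstC-R2. The number of genes with an Asian effect at 8 h cannot be told apart from a chance arrangement of the pairs. Across genes the Asian effect at 8 h had a rank correlation of 0.658 with gene length. In the main fit, genes with an unadjusted p under 0.05 numbered 675 without Asian control replicate 2. They numbered 1607 without replicate 3 and 3841 without replicate 1. The differences between long and short genes in these controls were -0.892, -0.409 and 0.129, in this order. For AstC-R2, most of the effect remained with the offsets, and whether gene length has a part in it was not settled.

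At 24 h, 7 genes had a significant American effect, namely CG8834 (-0.94), tim (1.03), CG17560 (-1.10), Npc1b (-1.07), CG11796 (0.55), CG31233 (-0.82) and Orct2 (-0.71). For CG8834 the responses were 1.08 in Africa, 0.01 in America, 0.89 in Asia and 0.85 in Europe, and for tim -3.41 in Africa, -2.42 in America, -3.49 in Asia and -3.45 in Europe (3 infected samples each). In the paired fit 6 genes were significant, and 5 of 100 splits, the real one included, gave as many, a share at the limit of 0.05. The pairs follow the replicate numbers, and same-numbered samples of a population correlated at -0.0390. With offsets for gene length there were 12 genes, so that the offsets did not lower the count. The count does not show whether the same 7 genes remain. Across genes the American effect at 24 h had a rank correlation of -0.349 with gene length. With the share of splits at its limit, the splits do not decide whether the number of genes exceeds that of a chance arrangement of the pairs. The splits do not test single genes, of which CG8834 was significant in 21 and tim in 20 of 21 fits that left out a sample. With 2 American controls, which were not left out, each weighs on every American response.

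The responses differed between time points, with a ratio of 2.30 between the SD over genes at 24 h and at 8 h. At 24 h, 4122 genes were significant, and 1 of 100 splits, the real one alone, gave as many. The splits exchange control and infected samples within same-numbered pairs of a population. At 8 h, 2 of 100 splits gave at least 10 genes, the real one included. With offsets for gene length 2646 genes were significant at 24 h, so that the count depends on gene length in part. The ratio was not computed with these offsets. Controls were matched to the 8 h samples, going by the paper's Methods. The sample labels give controls no duration, and the deposited treatment protocol speaks of control vials for 8 or 24 h. Time of day was not separated from infection at 24 h.

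A signal that the paper does not discuss was found in the African replicate 3 at 24 h. Yolk protein transcripts were at 366 CPM for Yp1, 141 for Yp2 and 279.9 for Yp3, and the female oenocyte genes Fad2 and eloF at 55.4 and 8.47. The highest values in the other 34 samples were 2.04, 3.21, 13.3, 2.95 and 1.97 CPM. All 5 of these female genes were highest in this sample, and 0 of 13 ovary genes. A female with ripe ovaries among the 30 flies is thus not seen, while RNA of another female cannot be told apart from induction in males. The sample correlates with the others of its group at 0.993 or more, which goes against exchanged labels, and its depth of 20585051 counts is within the range of the others. Without it the log2 fold change of Yp1 at 24 h is 0.25 in place of 3.95.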

How the results depend on the processing

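For the results below the cause of the change was not tested. The tests of the principal component distances and of the ratio of the responses stayed on their side of the threshold under the alternatives run for them. These were the regularized log, log2 CPM, all genes and the replicate block for the distances, and other size factors, the other filters and the replicate block for the ratio. Offsets for gene length were not run for the distances or the ratio. Of the tests of families in the lists, 28 had an adjusted p under 0.05 in the main fit and 31 or 34 under the alternatives, and significant genes of Table 3 at 24 h numbered between 4 and 8. Across fits that left out a sample, the distances were 10.1 to 11.1 at 24 h, 0.263 to 0.761 at 8 h and 11.8 to 13.6 for America, the ratio 2.10 to 2.42, and significant genes of Table 3 at 24 h numbered 6 to 7.

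Genes significant at 8 h, 10 in the main fit, numbered 19 with DESeq2, 20 with its prior on fold changes, 3 with the replicate block within population, 16 with all 35 samples, 3 at a threshold of 0.01, and 3 to 10 in the 23 fits that left out a sample. At 24 h the 4122 genes became 2273 at 0.01, and 3504 to 4979 without a sample. Offsets for gene length, chosen after seeing the data, gave 16 genes at 8 h and 2646 at 24 h, and with the replicate block 16 and 2572.

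For the Asian effect at 8 h, the 1 gene became 5 with DESeq2, 4 with the prior, 0 with the replicate block (2195 at an unadjusted p under 0.05), 0 within population (1315), 0 with the others pooled (2194), 0 at 0.01, and with length offsets, chosen after seeing the data, 0 (1293) or 0 with the block (1456). Leaving out a sample gave 0 to 629 genes. For the other 3 populations at 8 h all fits that left out a sample gave 0 (283, 433 and 195 at an unadjusted p under 0.05 with all samples).

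At 24 h the African effect had 1 gene with DESeq2, 1 with the prior and 0 to 1 without a sample, and the Asian effect 0 to 949 (1111 genes at an unadjusted p under 0.05 with all samples). The 7 American genes became 24 with DESeq2, 28 with the prior, 4 with the replicate block, 1 at 0.01, 12 with length offsets, 15 with these and the block, and 1 to 16 without a sample. European genes numbered 3 with DESeq2, 3 with the prior, 2 with length offsets, 1 with these and the block, and 0 to 2 without a sample (698 at an unadjusted p under 0.05 in the main fit).

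Basal divergence with controls only gave 190 genes for Africa, 387 for America, 416 for Asia and 120 for Europe, and a threshold of 0.01 gave 1230, 2506, 1207 and 1434. Without a sample the counts were 1719 to 2489, 2807 to 4372, 1696 to 3128 and 2213 to 3711.

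Among single genes, small log2 fold changes changed sign. With length offsets the values were -0.00797 for CG2930, -0.0397 for CG31233, 0.0713 for CG6770 and -0.0101 for Cf2 at 24 h, and with these and the replicate block -0.00327, -0.0238, 0.0719 and -0.00364, and 0.0195 for Pebp1. The average of the 4 populations gave -0.0188 for CG31233. For CG8834, America response at 24 h, the replicate block gave -0.00849 and the block within population -0.0530. For Cyp4d14, Europe response at 24 h, the prior gave -0.0167.

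Leaving out a sample gave values for CG31233, 24 h infection effect, from -0.0301 to 0.0804.

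For CG8273, 24 h infection effect, the values ran from -0.0383 to 0.0215.

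For CG8834, America response at 24 h, the range was -0.0531 to 0.0542, with the American controls never left out.

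For Cyp4d14, Europe response at 24 h, the range was -0.00435 to 0.0911.

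Over the single genes and families, 2656 values came from alternatives other than leaving out a sample, of which 2437 kept direction and side of the threshold, 88 lost significance, 118 gained it and 13 changed sign. Of 4893 values from fits that left out a sample, 4609 kept them, 218 lost significance, 54 gained it and 12 changed sign. The depth limits genes with few counts, such as the Gr genes, of which 10 in place of 33 could be tested with 10 counts in every sample.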

Differences from the paper's values

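A count was taken to differ from the paper's when one was more than 1.5 times the other, a fold change when this held and the 2 values were also further apart than the standard error here, and a log2 fold change when the 2 values were further apart than the larger of their standard errors. A gap is called closed where this no longer held, which does not make the values equal and can follow from a small move across the limit.

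For the genes changed at 8 h, 10 were found here against the paper's 20. Of the alternatives set before the data were examined, DESeq2 (19), DESeq2 with the prior on fold changes (20) and all 35 samples in a single fit (16) closed the gap, and the others did not. Offsets for gene length closed it too (16 without and 16 with the replicate block) and were chosen after seeing the values.

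For the genes with a population-specific response at 8 h in Asia, 1 was found here against the paper's 11. None of the alternatives set before the data were examined closed the gap, and the closest was DESeq2 with 5.

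For the genes with a population-specific response at 24 h, 7 were found here against the paper's 28 in America, and 0 (698 at an unadjusted p under 0.05) against the paper's 3 in Europe. Of the alternatives set before the data were examined, DESeq2 (24 and 3) and DESeq2 with the prior (28 and 3) closed both gaps, and the European one was also closed without Europe control replicate 3 (2). For Europe, offsets for gene length (2) closed it and were chosen after seeing the values.

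For the alpha-mannosidase genes among the most over-expressed in Europe, 2 were found here against the paper's 4. The DESeq2 prior (4) and the filter of 10 counts in every sample (4), both set before the data were examined, closed the gap.

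The fold change of CG10182 at 8 h was 2.00 here against the paper's 1.13. Of the alternatives set before the data were examined only the DESeq2 prior (1.13) closed the gap.

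For the American effect at 24 h, the fold change of CG15263 was 3.85 here against the paper's 1.31, and that of CG3106 0.469 against the paper's 0.730. Of the alternatives set before the data were examined, the DESeq2 prior closed both gaps (1.34 and 0.662), and the others did not. Fits that left out a sample gave 0.441 to 0.492 for CG3106, all well below the paper's value, although 2 of 21 fell just within the limit of 1.5 times. So did offsets for gene length with the replicate block (log2 -1.02 in place of -1.09), chosen after seeing the values.

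For log2 fold changes at 24 h, the values here were CG11951 1.05 (the paper's 0.95), CG13091 1.12 (the paper's 1.05), CG13422 0.97 (the paper's 0.63), CG16772 1.44 (the paper's 0.98), CG17560 2.83 (the paper's 2.16), CG17562 1.92 (the paper's 1.80), CG18179 -0.83 (the paper's -0.46), CG3106 -0.74 (the paper's -0.54) and CG33470 0.76 (the paper's 0.54). With the DESeq2 prior on the fold changes they became 0.95, 1.05, 0.63, 0.98, 2.16, 1.80, -0.46, -0.54 and 0.54, which closed the gap for each.

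Further log2 fold changes at 24 h were CG5909 0.88 (the paper's 0.77), CG8147 1.41 (the paper's 0.55), CG8834 0.74 (the paper's 0.64), CG9400 1.01 (the paper's 0.90), IM1 1.01 (the paper's 0.64), IM10 0.76 (the paper's 0.53), IM2 0.80 (the paper's 0.60), IM23 1.69 (the paper's 0.81) and IM3 0.79 (the paper's 0.61). With the DESeq2 prior on the fold changes they became 0.77, 0.55, 0.64, 0.90, 0.64, 0.53, 0.60, 0.81 and 0.61, which closed the gap for each.

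The remaining log2 fold changes at 24 h were Npc1b -0.67 (the paper's -0.52), Obp99b -1.42 (the paper's -1.05), Pdp1 -1.19 (the paper's -1.12), Uro 0.95 (the paper's 0.84), gol -1.14 (the paper's -1.09), per -1.62 (the paper's -1.52), tim -3.24 (the paper's -2.58) and vri -1.96 (the paper's -1.80). With the DESeq2 prior on the fold changes they became -0.52, -1.05, -1.12, 0.84, -1.09, -1.52, -2.58 and -1.80, which closed the gap for each.

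Other alternatives set before the data were examined closed the gap at 24 h for CG5909 (0.84), CG9400 (0.98) and Npc1b (-0.63), with the replicate block within population, for CG8834 (0.71) and gol (-1.129), with the average of the populations, and for gol with all 35 samples (-1.137). For gol the move was small, from -1.144 with the paper's value at -1.094 (the larger standard error 0.0480). Of the 23 fits that left out a sample, the gap closed in 3 for CG11951, 8 for CG13091, 1 for CG3106, 3 for CG5909, 13 for CG8834, 2 for CG9400, 3 for Npc1b, 2 for Pdp1, 1 for Uro and 12 for gol, and in none for the others. Offsets for gene length, chosen after seeing the values, closed it for CG11951 (1.02, and 1.01 with the replicate block).

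The paper names tim, vri, per and Pdp1 as the most repressed genes at 24 h. Their ranks here were 1, 3, 7 and 12. It lists lectin-21Cb among the most repressed genes, and its rank here was 118. CG17560, CG17562 and CG13091, named there among the genes with the highest induction, held ranks 4, 8 and 23. CG13675, named with the genes of highest expression in Africa, held rank 6. AttD, named as over-expressed in America, was removed by the filter for low counts, and without this filter its log2 difference was 1.35 (adjusted p = 0.434).

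Table 4 marks CG5724 and CG4562 as changed over all populations, and their adjusted p-values here were 0.171 and 0.0505 in edgeR. It marks CG6770 as changed and CG15263 as unchanged within American flies, and the adjusted p-values here were 0.0851 and 0.0299.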

Other observations

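All tests of explanations in this part were chosen only after the results were seen.

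The change at 24 h followed gene length. Across genes its rank correlation with exon length was 0.562, and the median log2 fold change was 0.18 in the longest 10% of genes and -0.14 in the shortest. The difference between long and short genes rose by 0.299 with infection (exact permutation p = 0.000825). At 8 h it changed by -0.0206 over the populations (exact permutation p = 0.873). Opposite trends partly cancel in this value. The rank correlation of the 8 h response with length was 0.617 in Asia, -0.493 in Africa, -0.447 in America and -0.197 in Europe. Within groups the leading axis of variation held 27.3% of the variance and correlated with length at 0.816. With offsets for length 2646 genes were significant, of which 1998 were so without them, and all 58 with a log2 fold change above 1 in either direction. A trend along length could come from RNA quality or library preparation as well as from infection, and these were not separated here. No sample label gives a sequencing pool or lane, so that sequencing batches were not tested.

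Without Asian control replicate 1, 629 genes had a significant Asian effect at 8 h and 949 at 24 h. With offsets for gene length these counts were 0 and 0 (1816 and 1903 at an unadjusted p under 0.05). Without it, the remaining Asian controls include replicate 2, whose score for long against short genes was -0.892. The larger counts cannot be told apart from a bias along gene length.

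Of the genes of Table 3, 9 changed at 24 h in the direction of the Asian effect at 8 h. Shared Asian controls do not explain this, since 9 did so in the other 3 populations alone. Of the other genes with an unadjusted p under 0.05 for the Asian effect, 72.5% did so too, and against this share the genes of Table 3 gave an exact binomial p = 0.380 (one-sided). A trend shared by many genes could thus give the pattern.

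The circadian genes changed less in America at 24 h. The median ratio to the other populations was 0.807, and 45.2% of 10000 random lists of other strongly changed genes had a ratio as low. A score of these genes in America minus the other populations was 0.206 in controls (exact permutation p = 0.0545), 0.200 at 8 h (exact permutation p = 0.0273) and -0.229 at 24 h (exact permutation p = 0.00455, the smallest possible). Since the difference at 24 h has the opposite sign to that in controls, a constant difference present before infection does not give the lower score at 24 h. A difference without infection that changes with the time of day is not excluded. Going by the paper's Methods, no controls match the 24 h samples in time. The pattern cannot be told apart from a weaker response of most genes or from the time of day of the samples.

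For the other population-specific effects the splits of the paired fit gave as many genes with an unadjusted p under 0.05 in 74 (Africa), 49 (America) and 88 (Europe) of 100 splits at 8 h, and in 60 (Africa), 22 (Asia) and 46 (Europe) of 100 at 24 h. For the basal divergence the splits exchange population labels within treatment and replicate number. For Africa, America, Asia and Europe, 1, 1, 1 and 1 of 100 splits, the real one, gave as many significant genes.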
